# Adventitious rooting in response to long-term cold: a possible mechanism of clonal growth in alpine perennials

**DOI:** 10.3389/fpls.2024.1352830

**Published:** 2024-04-17

**Authors:** Priyanka Mishra, Adrian Roggen, Karin Ljung, Maria C. Albani, Alice Vayssières

**Keywords:** adventitious root, alpine, *Arabis alpina*, clonal propagation, extended cold exposure, phytohormones, transcriptome

## Abstract

Arctic alpine species experience extended periods of cold and unpredictable conditions during flowering. Thus, often, alpine plants use both sexual and asexual means of reproduction to maximize fitness and ensure reproductive success. We used the arctic alpine perennial *Arabis alpina* to explore the role of prolonged cold exposure on adventitious rooting. We exposed plants to 4°C for different durations and scored the presence of adventitious roots on the main stem and axillary branches. Our physiological studies demonstrated the presence of adventitious roots after 21 weeks at 4°C saturating the effect of cold on this process. Notably, adventitious roots on the main stem developing in specific internodes allowed us to identify the gene regulatory network involved in the formation of adventitious roots in cold using transcriptomics. These data and histological studies indicated that adventitious roots in *A. alpina* stems initiate during cold exposure and emerge after plants experience growth promoting conditions. While the initiation of adventitious root was not associated with changes of *DR5* auxin response and free endogenous auxin level in the stems, the emergence of the adventitious root primordia was. Using the transcriptomic data, we discerned the sequential hormone responses occurring in various stages of adventitious root formation and identified supplementary pathways putatively involved in adventitious root emergence, such as glucosinolate metabolism. Together, our results highlight the role of low temperature during clonal growth in alpine plants and provide insights on the molecular mechanisms involved at distinct stages of adventitious rooting.

## 1 Introduction

Adventitious roots develop post-embryonically on non-root tissues and are important to support plants growing in unstable substrate and enabling accidental or active clonal growth through creeping stems (Körner, 2003). Adventitious rooting is regularly used to multiply several horticultural species through cuttings (de Klerk et al., 1999; Steffens and Rasmussen, 2016). The process of adventitious rooting is divided into four successive stages, cell dedifferentiation followed by root meristem induction, initiation, and emergence (Kevers et al., 1997; Klerk and De Klerk, 2002). In the first stage, cells dedifferentiate to reacquire cell proliferation potential and are established as the founder cells competent to respond to inductive signals (Klerk and De Klerk, 2002). These cells have been observed to originate in response to different stimuli and from different cell types that vary between species (Geiss et al., 2009). Afterwards, the formation of a root meristem is induced, and the root meristem is initiated starting with division of the founder cells (Kevers et al., 1997; Klerk and De Klerk, 2002). In the final phase, the root primordium develops and emerges out of the stem. The regulation of adventitious rooting is very complex and involves the interaction of several phytohormones with auxin, and specifically the maintenance of an auxin gradient being crucial in this process (Lakehal and Bellini, 2018). Phytohormones, such as brassinosteroid, cytokinin, ethylene, gibberellic acid and jasmonic acid regulate auxin metabolism and signaling during adventitious root initiation. Among these phytohormones, some (auxin, brassinosteroids and ethylene) function as positive regulators, whereas others (abscisic acid, cytokinin, gibberellic acid, jasmonic acid and strigolactone) act as negative regulators during the process of adventitious rooting.

In nature, clonal growth is a typical characteristic of perennial plants. The formation of adventitious roots from non-root tissues can be induced during normal development (nodal roots in strawberry) and in response to stress conditions such as wounding, herbivory, nutrient deprivation, and flooding by modulating a complex cascade of different phytohormones (Bellini et al., 2014). In response to flooding, for example, ethylene biosynthesis increases leading to adventitious root primordia formation following a complex interplay of ethylene with auxin, gibberellin, abscisic acid, and reactive oxygen species (Sauter, 2013; Voesenek and Bailey-Serres, 2015; Steffens and Rasmussen, 2016). Climatic conditions, specifically long-term exposure to low temperature, as factors influencing adventitious root formation have not been extensively addressed. Alpine perennials have developed the ability to propagate clonally in a bid to increase fitness during unfavorable conditions like longer winters that hamper successful flowering and seed set (Billings and Mooney, 1968). The tendency to propagate vegetatively has also been hypothesized to positively correlate with increasing elevation in conjunction with decrease in temperature (Billings and Mooney, 1968; Bliss, 1971). Cold treatment on cuttings is practiced in horticultural protocols to improve the rooting efficiency in difficult-to-root species (Diaz et al., 1987). In cuttings, exposure to cold has been reported to promote and, in some cases, inhibit the formation of adventitious roots (Brix, 1974; Gesto et al., 1981; Diaz et al., 1987; Garrido et al., 1996, 1998; Kibbler et al., 2004; Brondani et al., 2012; Jeon and Kim, 2013; De Almeida et al., 2017).

In this study, we explored the effect of the duration of long-term cold exposure on adventitious rooting in *Arabis alpina*, an arctic-alpine Brassicaceae species that has been used as a model to study the regulation of perennial traits within the Brassicaceae family (Ansell et al., 2008; Wang et al., 2009; Tedder et al., 2011; Karl et al., 2012; Bergonzi et al., 2013; Lazaro et al., 2018; Hughes et al., 2019; Vayssières et al., 2020)*. A. alpina* is found in habitats showing broad ecological niches in terms of latitude, elevation and soil types distributed among the European Alps, Spain, Northern and Eastern Africa, Asia Minor, Scandinavia, and parts of North America (Tedder et al., 2011; Laenen et al., 2018). *A. alpina* has been previously reported to produce adventitious roots on stems of intact plants and to show natural variation in adventitious rooting (Mishra et al., 2020). However, this study focused on accessions that do not require cold exposure to flower. Most alpine plants have acquired, in addition to clonal propagation, additional traits such as seed dormancy, inflorescence preformation, bud dormancy, and vernalization requirement (Billings and Mooney, 1968; Körner, 2003; Rohde and Bhalerao, 2007; Fernández-Pascual et al., 2021). To explore how an *A. alpina* accession that requires vernalization to flower forms adventitious roots and how these traits could be linked, we focused our studies on the *A. alpina* accession Pajares, an obligate vernalization-dependent ecotype (Wang et al., 2009; Albani et al., 2012). Pajares has a fully sequenced genome and has been characterized for its flowering behavior and shoot architecture in response to different durations of cold exposure (Willing et al., 2015; Lazaro et al., 2018; Vayssières et al., 2020). For flowering, the length of the cold period positively associates with the inflorescence outgrowth (Lazaro et al., 2018). In this study, we showed that prolonged cold exposure was also positively associated with the presence of adventitious roots at specific internodes of flowering *A. alpina* plants. We demonstrated that adventitious root primordia at these internodes are induced, initiated, and emerged during cold. Taking advantage of this spatial pattern of adventitious rooting in flowering plants, we analyzed the transcriptome of stems after different durations of cold treatment and identified genes that may be involved at distinct stages of adventitious rooting in response to cold.

## 2 Materials and methods

### 2.1 Plant materials, growth conditions and phenotyping

For physiological experiments, we used the *A. alpina* accession Pajares and *pDR5::GUS* Pajares lines previously described in Vayssières et al., 2020. Pajares was collected in the Coedillera Cantábrica mountains in Spain at 1,400 m altitude (42°59′32′′ N, 5°45′32′′ W) (Wang et al., 2009). Vernalization experiments were performed as described before (Lazaro et al., 2018; Vayssières et al., 2020; Viñegra de la Torre et al., 2022) except that a constant photoperiod (LD, 16h light: 8h dark) was maintained throughout the experiment to specifically study the effect of long-term cold on adventitious rooting. Hence, the plants were grown in soil in a glasshouse under long-day conditions (LD; 16 h light: 8 h dark) at 20°C/18°C day/night temperatures until they were 8 weeks old, and were then moved to growth chambers maintained at 4°C and LD conditions for 4, 8, 12, 16 and 21 weeks (**Figure 1A**). After cold treatment, plants were moved back to the LD glasshouse conditions (**Figure 1A**). The presence of adventitious roots on internodes of the main stem and on axillary branches of each plant was scored before cold treatment, at the end of each cold treatment, 0 week in LD (+0wLD) and after plants were returned to glasshouse conditions for 1 (+1wLD) and 2 (+2wLD) weeks. The presence of adventitious roots was also monitored on 8 weeks old plants maintained in LD condition for 5 additional weeks (+5wLD) (**Supplementary Figure 1C**). These plants had the same number of internodes as the flowering plants being exposed to 21 weeks in cold and returned to glasshouse conditions for 2 weeks (21w + 2wLD). Only the presence and not the number of adventitious roots on the internodes was scored (**Figure 1E**; picture on the right). The percentage of plant with adventitious root on the internodes or on branches was calculated. Due to the unique spatial presence of adventitious roots on the main stem we decided to characterized it further using the percentage of the presence of adventitious roots per internode position along the main stem. The internodes of the main stem that develop during cold exposure did not elongate and were refer to as “compressed internode zone” compared to the internodes that develop before and after cold exposure that showed elongation and were refer to as “non-compressed internode zone” (**Figure 1E**; picture on the left). We scored the percentage of flowering plants and the total number of leaves at flowering in 8 weeks old plants exposed to different durations (0w, 4w, 8w, 12w, 16w and 21w) at 4°C followed by 4 weeks in long days (+4wLD). At least 9 plants were used for each condition.

**Figure 1:**
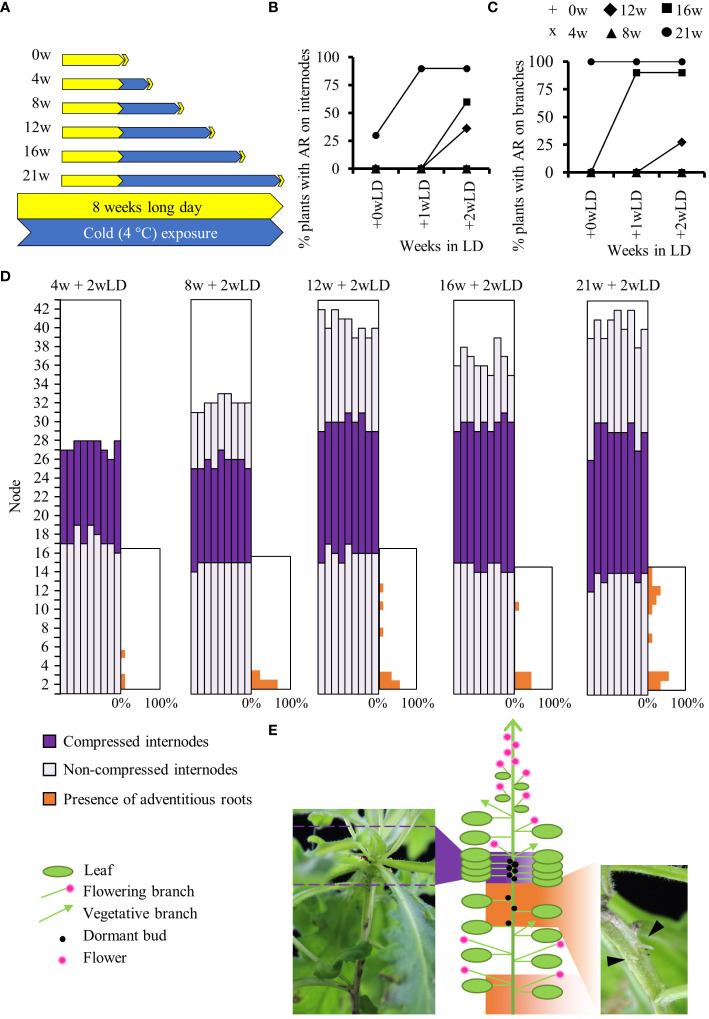
Physiological analysis of adventitious rooting in *A. alpina* in response to different durations of cold exposure. **(A)** Diagrammatic representation of the experimental design. *A. alpina* plants were grown for eight weeks in a LD greenhouse (0w), were subjected to 4°C for 4 (4w), 8 (8w), 12 (12w), 16 (16w) and 21 (21w) weeks and subsequently were transferred back to a LD greenhouse. Yellow represents LD greenhouse conditions and blue a 4°C LD growth chamber condition. Percentage of Pajares plants with adventitious roots on the main stem **(B)** and the axillary branches **(C)** after exposure to different durations (0w, 4w, 8w, 12w, 16w and 21w) at 4°C followed by 0, 1, and 2 weeks in long days (+wLD). **(D)** Analysis of the position of adventitious root formation along the main stem in a set of *A. alpina* plants after exposure to different durations (4w, 8w, 12w, 16w and 21w) at 4°C followed by 2 weeks in long days (+2wLD). Each column represents a single plant. The percentage of adventitious root in each internode along the main stem is indicated in orange on the right side of each graph. Internodes are numbered from the bottom to the top of the plant. **(E)** Schematic representation of a 21w flowering *A. alpina* plant, in the right inset a picture of a stem in the rooting internodes (21w + 2w) with adventitious roots (arrows), in the left inset a picture illustrating the compressed internodes zone (8w + 0w). Shoot architecture of a flowering *A. alpina* plant consists of zones of flowering axillary branches, dormant buds, and vegetative axillary branches. In **(D)** and **(E)**, dark purple represents compressed internodes, light purple extended internodes and orange represents internodes with adventitious roots. n > 10 in **(B)** and **(C)** and n = 9 in **(D)**.

### 2.2 Library preparation and RNA sequencing and analysis

For the transcriptome analysis, we harvested internodes 9 – 13, that show specific adventitious root formation in plants after long term cold treatment. Around 2 cm stem section excluding the axillary buds was collected from Pajares plants before cold exposure (0w), after being exposed for 4, 8, 12, 16 and 21 weeks to 4°C (4, 8, 12, 16 and 21w; +0wLD) and after being exposed to 12, 16 and 21 weeks to 4°C and transferred back to a LD glasshouse for 5 days (12, 16 and 21w; +5dLD) (**Figure 1A**). This stem section corresponded to the 5 internodes below the compressed internode zone. Given that plants cultivated in long-day conditions without cold exposure (8wLD + 5LD) did not flower, therefore did not have the same shoot architecture (lacking the compressed zone) and did not share the same age, we didn’t include them in the transcriptomic analysis. Each sample consisted of stems from 10 plants and harvested in three biological replicates. The purified RNA samples were sent to the Max Planck Genome Center, Cologne, Germany, for library preparation and sequencing (https://mpgc.mpipz.mpg.de/home/). 1 µg of total RNA was enriched for poly-A RNA using the NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs), followed by library preparation using the NEBNext Ultra Directional II RNA Library Prep kit (New England Biolabs). RNA quality and quantity were monitored throughout by capillary electrophoresis (TapeStation, Agilent Technologies) and fluorometry (Qubit, Thermo Fisher Scientific). Sequencing was performed on a HiSeq3000 device (Illumina) generating 150-bp single-end reads. Approximately 12.5 million reads were sequenced from each library. Before further processing, the sequencing data quality was verified using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Sequences were mapped and aligned to the reference genome using HISAT2 followed by assembly and quantification of expression levels in different samples using STRINGTIE (Pertea et al., 2016). The gene counts of all samples were obtained using a Python script (http://ccb.jhu.edu/software/stringtie/dl/prepDE.py). The quality of the samples was assessed by producing dispersion plots among replicates. The differentially expressed genes with more than 2-fold change and a corrected p-value below 0.05 were obtained using DESeq2 and selected for further analysis. Transcriptome data from this study is deposited in the Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE176054. For Gene Ontology (GO) term enrichment, the *R*-based graphical tool BACA (Bubble chArt to Compare Annotations) generated using DAVID was used to visualize (Dennis et al., 2003; Fortino et al., 2015). A bubble chart was generated summarizing the enriched GO terms (Benjamini corrected p-value < 0.05) among the modulated genes in different samples. The size of each bubble representing a GO term denotes the number of genes in a list of differentially expressed genes associated with the GO term, and the color indicates the direction of modulation (green = downregulation, magenta = upregulation). A minimum of five genes was required for the GO term to be considered for further analysis. The enrichment index of hormone responsive genes was calculated in the following manner: Enrichment = (number of up- or down-regulated genes responding to a hormone/number of all genes responding to that hormone)/(number of all up- or down-regulated genes/number of all genes). We assumed in this case that the *A. alpina* orthologues respond in an analogous manner. The hormone responsive genes correspond to the respective GO terms collected from AmiGO. The following GO terms were considered: response to abscisic acid (GO:0009737), auxin (GO:0009733), brassinosteroid (GO:0009741), cytokinin (GO:0009735), ethylene (GO:0009723), gibberellin (GO:0009739), jasmonic acid (GO:0009753) and salicylic acid (GO:0009751) (**Supplementary Dataset 1**). The significance of the enrichment was estimated using Monte Carlo method by testing whether the overlap between the sets of hormone responsive genes and the differentially regulated genes was higher than it would be expected by chance. The test consists of randomly selecting a number of differentially regulated genes from the *A. alpina* genome 10,000 times. We thus counted the number (n) of times that the intersection size of the random lists was equal to or higher than the intersection observed for two lists of tested genes. A *P value* of n/10,000 was then calculated. Strigolactone responsive gene enrichment was not studied due to the small number of gene in the GO terms (7 genes). Genes sharing similar expression profiles were identified using Cluster 3.0 (Eisen et al., 1998) using the same parameters as in Vayssières et al., 2020. Genes were selected out of the total of 30510 genes based on the following criteria: log_2_(Fold-change) ≥ 2 and the difference between the maximum and the minimum value ≥ 3. Heatmaps were generated for the genes passing this threshold using TreeView based on the values obtained from Cluster 3.0 (de Hoon et al., 2004). A group of genes showing similar distribution in expression pattern were grouped into a cluster. The genes and corresponding GO terms in the clusters representing the distinct expression profiles were further analyzed.

### 2.3 GUS staining

For GUS staining assays, stems from the last extended internodes below the compressed internode zone were harvested from *pDR5::GUS A. alpina* plants grown for 8 weeks in a LD greenhouse, and after being exposed to 4 °C for 4 weeks and 21 weeks. After harvesting, stem samples were incubated for 1 h in 90% ice-cold acetone and were subsequently washed in 50 mM phosphate buffer (pH 7.0) and submerged in 2.5 mL GUS staining solution under moderate vacuum for 20 min. The GUS staining solution was composed of 1 mM EDTA (pH 8), 5 mM Potassium ferricyanide, 5mM Potassium ferrocyanide, 100 mM Sodium phosphate (pH 7.0), 1% Triton-X-100, 1 mg/mL X-Gluc (Cold Spring Harb Protoc, 2007; https://doi.org/10.1101/pdb.rec10860). Samples were incubated afterwards at 37°C in the dark for a maximum of 16 h and subjected to ethanol washes to remove the chlorophyll. Transverse sections of 70 µm thickness were prepared using a Leica VT1000S vibratome from samples immobilized on 6% (w/v) agarose. Representative photographs from two biological replicates were obtained using the Zeiss Axio Imager microscope with the Zeiss Axio Cam 105 color camera (Zeiss, Jena, Germany) or the Nikon Eclipse Ni-U microscope with the Nikon Digital Sight camera (DS-Fi2) (Nikon, Tokyo, Japan).

### 2.4 Free endogenous IAA quantification

The three biological replicates of stem material harvested for the transcriptome analysis were also used for endogenous free IAA quantification. Around 15 mg of plant material (fresh weight) was processed as previously described (Andersen et al., 2008). Free IAA was quantified in the purified samples using combined gas chromatography - tandem mass spectrometry. 500 pg ^13^C_6_-IAA internal standard was added to each sample before homogenization and extraction. Values represent the average of three biological replicates and error bars represent the standard deviation of the mean.

### 2.5 Gene expression analysis

For the quantification of *GUS* expression in *pDR5::GUS* plants, stem samples were collected following the protocol used for sample collection for the transcriptome analysis. Total RNA was extracted from the samples using the RNeasy Plant Mini kit (QIAGEN) following the manufacturer’s protocol. Residual DNA was removed using the DNA-free DNA removal kit (Invitrogen). The RNA concentration and integrity were determined using a NanoDrop ND-1000 UV-Vis spectrophotometer (Thermo Fisher Scientific). Total RNA (2 µg) was used for the synthesis of cDNA using SuperScript II Reverse Transcriptase (Invitrogen) and oligo dT (18) primers. 3 μL of each cDNA solution (1:5.5 dilution) was used as a template for each quantitative PCR reaction (qPCR) performed in three technical replicates. The CFX Connect Real-Time PCR Detection System (Bio-Rad) and the iQ SYBR Green Supermix (Bio-Rad) were used to perform the real-time quantitative PCR analyses using the primers: GUS-F – CCCTTACGCTGAAGAGATGC, GUS-R – TTCGTTGGCAATACTCCACA, AaPP2A-F – AGTATCGCTTCTCGCTCCAG and AaPP2A-R - AACCGGGTTGGTCGACTATTG. The PCR programme followed was 95°C for 3 min, followed by 40 cycles of 95°C for 15 s and 60°C for 60 s, then a melting curve (55–95°C with a heating rate of 0.5°C/5 s). Values represent the average of three biological replicates and error bars represent the standard deviation of the mean.

## 3 Results

### 3.1 Prolonged cold exposure induces adventitious roots in *A. alpina* main stem and axillary branches

To test whether the length of cold exposure influences clonal growth through adventitious roots in *A. alpina*, we exposed plants of the Pajares accession to different durations of cold treatment (**Figure 1A**) (Wang et al., 2009). We observed that plants that did not experience cold treatment or experienced cold for only 4 and 8 weeks did not show adventitious roots on the main stem or in the branches (**Figures 1B, C**). Plants cold-treated for 21 weeks had a higher propensity to produce adventitious roots on the main stem and axillary branches compared to plants treated with shorter durations of cold (12 and 16 weeks) (**Figures 1B, C**). The length of cold exposure had a quantitative effect on adventitious rooting in the internodes of the main stem and in axillary branches. Also, the longer the plants were exposed to cold, the sooner we observed adventitious roots after plants were returned to greenhouse conditions (**Figures 1B, C**). Overall, these results suggest that long term cold exposure leads to adventitious root formation.

On the main stem, we observed adventitious roots developed preferentially on specific internodes (**Figures 1D, E**). Plants cold treated for 21 weeks produced adventitious roots on the lower internodes of the main stem (33.3% of plants on first internode and 55.6% on the second internode) and on the internodes 9 to 13. Specifically, 11.1% of plants produced adventitious roots on internodes 9, 12 and 13, 33.3% on internode 11 and 22.2% on internode 10, respectively (**Figure 1D**). Adventitious roots on lower internodes appeared also in non-cold treated plants and on plant cold treated for shorter time, whereas the ones at higher internodes were specific to plants after long term cold treatment (**Figure 1D** and **Supplementary Figure 1D**). We have previously shown that in greenhouse conditions, plants of the Pajares accession occasionally develop adventitious roots in the lower internodes but not in the upper internodes (Mishra et al., 2020). These results suggest that like in other species, adventitious roots in *A. alpina* at lower internodes develop in response to soil humidity (Stevenson and Laidlaw, 1985). Adventitious roots at higher internodes were mostly observed below a zone of compressed (short) internodes that contain dormant buds that shape the perennial shoot architecture of *A. alpina* (**Figure 1E**) (Vayssières et al., 2020). Interestingly, internodes 9 to 13 on the main stem were the last to expand before the plants were exposed to cold (purple in **Figure 1D**).

As previously noted in *A. alpina* accession Pajares, plant cold-treated for 4 weeks did not flower and flowered only partially for plant treated for 8 weeks (only 50% of the plant flowered; **Supplementary Figure 1A**) (Wang et al., 2009; Lazaro et al., 2018). Plants cold-treated for 12, 16 or 21 weeks flowered and showed the same total leaf number at flowering (**Supplementary Figures 1A, B**). We followed plants that haven’t been treated by cold until they reached the same number of leaves as the plants cold-treated for 12, 16 and 21 weeks (39.7 leaves). In these plants, no adventitious roots were observed on the main stem unlike as observed for the plants cold-treated for 12, 16 and 21 weeks. This result suggests that the total number of internodes does not influence adventitious rooting, but stem aging in cold does (**Supplementary Figures 1C–F**, **Figure 1D**). This also suggests an age- or position- dependent response to cold treatment for the development of adventitious roots on the main stem.

### 3.2 Transcriptome analysis of adventitious rooting in upper internodes reveals the enhancement of transcript accumulation of root-associated genes during cold exposure

We performed a transcriptome profiling to understand how prolonged cold triggers the formation of adventitious roots at internodes 9 – 13. 

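Stems of *A. alpina* accession Pajares were sampled as 9 groups of plants, each with 3 libraries (n = 3) and each library made from the stems of 10 plants. All plants were grown for 8 weeks in LD before cold. One group was harvested then (0w), 5 groups at the end of 4, 8, 12, 16 and 21 weeks at 4°C, and 3 groups 5 days after the return to LD that followed 12, 16 or 21 weeks of cold (12w+5dLD, 16w+5dLD and 21w+5dLD). The paper kept the day length of LD in the cold as well. The return to LD is therefore the move from 4°C back to the warmer glasshouse, without a change of day length. Libraries from LD are those of plants in the glasshouse. The tissue was internodes 9 to 13, which the sample labels describe as a stem piece below the rosette. Libraries were made from poly-A RNA with a strand-specific kit and sequenced as 150-bp single-end reads. The authors aligned the reads with HISAT2, assembled and quantified transcripts with StringTie, and derived gene counts with StringTie's conversion script, which computes a count from the coverage of a gene and a set read length and rounds it. A count is thus a whole number but not a tally of single reads. The deposited table gives raw counts for 21641 genes, of which 15955 are paired with an *A. thaliana* locus, and gene symbols are those of that homolog. Totals per library had a median of 21.9 M counts at 0w (range 17.3 to 22.5), 18.9 at 4w (18.2 to 20.5), 19.2 at 8w (16.8 to 21.3), 18.5 at 12w (16.7 to 20.1), 19.4 at 16w (16.7 to 20.0) and 19.4 at 21w (17.0 to 19.4). After cold the medians were 18.2 M counts at 12w+5dLD (17.5 to 19.7), 19.8 at 16w+5dLD (16.1 to 20.7) and 17.1 at 21w+5dLD (16.5 to 20.1). The values used here rest on these totals, while the paper states about 12.5 M reads per library. Counts were scaled by TMM, genes with low counts were removed, and the remaining 19337 genes were tested with edgeR's quasi-likelihood test in a single fit over all 27 libraries with 18 residual degrees of freedom. A gene was called higher or lower at the paper's thresholds, a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. Expression is given as TMM-scaled CPM, as mean ± SD. Some counts have limits that affect single genes. Of 12909 genes with a mean above 10 CPM, 1532 were at 0 in at least 1 library, and 2515 genes had in at least 1 library a count of 100 or more that was identical to the count of a neighbouring gene. Neighbouring or next genes are those with successive *A. alpina* locus codes on a chromosome, which 19831 genes have. The library labelled 21w+5dLD replicate 3 correlated more closely with the 21w libraries (r = 0.54, Pearson correlation of log2(CPM + 1) over the 1000 most variable genes with the mean of those libraries) than with the other 21w+5dLD libraries (r = 0.34). It was kept in the fit, and the main counts for comparisons that involve 21w+5dLD are also given without it.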

We compared stem samples of plants harvested before, during cold exposure for 4, 8, 12, 16 and 21 weeks and after they were transferred back to greenhouse conditions for 5 days (+5dLD) (**Figure 1A**). Of the differentially expressed genes (DEGs) we identified, 73.4% had homologues in *A. thaliana* (**Supplementary Table 1**; **Supplementary Figures 2A, B**). 

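The paper's own lists of differentially expressed genes, as deposited for the 8 comparisons with 0w or with the end of cold, hold 7334 different genes, and 5440 of these are paired with an *A. thaliana* homolog. This is 74.2% (95% exact binomial interval 73.2 to 75.2%, for counting error only). The share was lowest among the genes that changed after the return to LD from 21w (69.9% of 551) and highest at the end of 21w of cold (76.0% of 2911). Of the 6083 genes called by edgeR in any of the same comparisons, 4643 had a homolog (76.3%). All genes of the count table had a homolog in 73.7% of cases, and the genes that passed the filter on low counts in 77.5%. Genes without a homolog could be tested but not named, and they take no part in the lists of named genes or of hormone-responsive genes.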

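Lower expression in the cold was more frequent than higher expression at each of the 5 durations. Against 0w, edgeR called 1082 genes higher and 1429 lower at 4w, 1211 and 1761 at 8w, 1367 and 1813 at 12w, 1367 and 1978 at 16w, and 994 and 1381 at 21w. Plants of the cold groups were also older than those of 0w by their time in the cold. The paper sequenced no plants of that age kept warm, so cold and age cannot be told apart in any comparison with 0w. Most genes of the secondary cell wall of xylem and fibers fell: of 25 tested genes of a list written before the data were examined, 17 were lower at 4w, 20 at 8w, 21 at 12w, 20 at 16w and 13 at 21w, and none was higher by edgeR, at an unadjusted p under 0.05 or by DESeq2. *FLA11* (Aa_G451910), a fasciclin-like arabinogalactan protein of secondary walls, fell from 387 ± 94.1 CPM (n = 3) at 0w to 23.7 ± 4.11 CPM (n = 3) at 16w, a log2 fold change of -4.03 (SE 0.55, adjusted p = 1.47e-05, edgeR). Of 36 genes of DNA replication and cell division, 1, 6, 8, 11 and 6 were called lower at the successive durations (the same numbers when adjusted over the list alone). The genes that rose included 7, 9, 8, 8 and 8 of 16 circadian clock genes, among them *PRR9* (Aa_G638260, log2 fold change 2.95, SE 0.18, adjusted p = 1.53e-09 from edgeR, at 16w), a pseudo-response regulator of the morning phase. With the members adjusted over the list alone, 20 secondary wall genes were lower and 8 clock genes higher at 16w. In limma's camera, a test of the list against all other genes, the wall list was lower at 16w (adjusted p = 1.36e-07), which did not hold with an estimated correlation (adjusted p = 0.238), and the clock list was higher (adjusted p = 0.000138; adjusted p = 0.136 with an estimated correlation). The replication and division list was lower at 16w as well (adjusted p = 7.38e-06; adjusted p = 0.111 with an estimated correlation) and not called at 4w (adjusted p = 0.110). The harvest time of day is not given for the libraries, so a difference in it between groups remains open for clock genes. The clock genes *RVE1*, *PRR7* and *RVE8* had a count identical to that of a neighbouring gene in 13, 11 and 8 libraries, most of them cold and none of 0w. This limits what their difference from 0w shows.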

Comparisons of the transcriptome before (0w) and during cold exposure (4w/8w/12w/16w/21w) indicated that a higher number of DEGs were down- than upregulated during cold exposure (**Supplementary Table 1**; **Supplementary Figure 2A**). 

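Most genes that changed at one duration of cold had also changed at the next. Among genes higher than at 0w, 830 were shared by 4w and 8w, 982 by 8w and 12w, 1026 by 12w and 16w, and 721 by 16w and 21w. Among genes lower than at 0w, the same pairs shared 1111, 1367, 1438 and 1088 genes. The *A. alpina* homolog of *GOLS1* (Aa_G453030), which encodes a galactinol synthase of the raffinose pathway, is an example with values of 8.37 ± 9.90 CPM (n = 3) at 0w and between 98.8 CPM at 12w and 152 CPM at 21w in the cold. All 5 durations shared 431 higher genes of 2190 called higher at any duration, and 644 lower genes of 3017. Calls were edgeR's, and every duration was compared with the same 3 libraries of 0w. Lists of these sizes drawn independently from the 19337 tested genes would share 67.8, 85.6, 96.6 and 70.3 higher genes and 130, 165, 185 and 141 lower genes. In 10 simulations of unchanged groups against the same 0w libraries, at most 1 gene was called in a list and none was shared, so they do not show how much the shared libraries add to lists of real size. The 0w libraries are too few to be split into parts of 2, so part of the excess may come from the shared controls.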

There was an overlap of DEGs in stem samples harvested during different durations of cold treatments (**Supplementary Figure 2A**). We then compared the transcriptome of stem samples at the end of cold treatment (+0wLD) with the transcriptome of stem samples after cold treatment (+5dLD) in plants exposed to 12w, 16w and 21w of cold. In these comparisons, we found that more genes were up- than downregulated after cold treatment (**Supplementary Figure 2B**). 

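After 5 days in LD, more genes had risen than fallen in each of the 3 comparisons, although after 21w this was reversed without 21w+5dLD replicate 1 or 2. edgeR called 1116 genes higher and 943 lower at 12w+5dLD than at 12w, 1321 and 881 at 16w+5dLD than at 16w, and 42 and 34 at 21w+5dLD than at 21w. Secondary wall genes rose again, 17 of 25 after 12w and 13 after 16w (18 and 14 when adjusted over the list alone), and so did 8 of 11 suberin genes after 16w and 4 after 12w. *KCS2* (Aa_G423560), which elongates the fatty acids of suberin, rose from 1.76 ± 1.98 CPM (n = 3) at 16w to 27.5 ± 9.68 CPM (n = 3) at 16w+5dLD (log2 fold change 3.95, SE 0.78, adjusted p = 0.000952 from edgeR). *TSO2* (Aa_G120840), a subunit of ribonucleotide reductase active in dividing cells, rose by 1.99 on the log2 scale after 16w (SE 0.35, adjusted p = 0.000405 from edgeR), with a count identical to that of the next gene in 2 libraries. In contrast, cold-regulated genes fell, 13 of 18 after 12w and 9 after 16w, with 2 higher after 16w. By camera with an estimated correlation, none of the lists passed after any return to LD, the suberin list included. In camera the wall list was higher after 12w (adjusted p = 4.00e-09; adjusted p = 0.213 with an estimated correlation) and after 16w (adjusted p = 2.07e-06; adjusted p = 0.326 with an estimated correlation). The count after 21w depends on the library labelled 21w+5dLD replicate 3: without it, 575 genes were higher and 568 lower, while without replicate 1 or 2 the counts were 5 and 8, and 3 and 8.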

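When the 9 group means were clustered on the 1000 most variable genes, the 5 cold groups (4w, 8w, 12w, 16w and 21w) formed one cluster, and 0w, 12w+5dLD, 16w+5dLD and 21w+5dLD the other. As an example, *P5CS1* (Aa_G38090), an enzyme of proline synthesis, was at 247 ± 36.7 to 513 ± 50.0 CPM (n = 3 per group) in the cold, at 73.3 ± 20.2 CPM (n = 3) at 0w, at 208 ± 32.4 CPM (n = 3) at 12w+5dLD, and at 209, 129 and 401 CPM in the libraries labelled 21w+5dLD replicate 1, 2 and 3. At the level of single libraries, all 15 cold libraries lay in one cluster, and 1 library from LD, the one labelled 21w+5dLD replicate 3, lay with them. Without that library the groups separated in the same way. The distance was 1 minus Pearson's correlation of log2(CPM + 1) with average linkage, and the top branch lay at a height of 0.643. Euclidean distance and complete linkage gave the same 2 sets of groups, whereas all 19337 tested genes placed 0w alone against the other groups. Clustering is a description and has no test.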

Expression profiles of samples during cold exposure clustered separately compared to the ones collected in LD greenhouse conditions both before and after cold treatment (**Supplementary Figure 2C**). Among the samples collected during cold, internodes from 21w cold treated plants clustered separately from the rest suggesting that the duration of cold exposure changes the transcriptome of the internodes that have a higher propensity to produce adventitious roots. 

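The 21w group was the last of the cold groups to join the others, at a height of 0.428, and it was also the last with Euclidean distance, with complete linkage and with all tested genes (heights of 64.4, 0.483 and 0.0622 on their own scales). Compared directly with each shorter duration by edgeR, 21w had 418 genes higher and 457 lower than 4w, 422 and 386 than 8w, 299 and 263 than 12w, and 164 and 141 than 16w. Against the mean of these 4 durations, 613 genes were higher and 302 lower at 21w. Genes of jasmonate synthesis and signaling, which mediate wound and defense responses, were among them: 4, 5 and 4 of 16 were higher at 21w than at 4w, 8w and 12w (5, 6 and 5 when adjusted over the list alone). *JAZ1* (Aa_G634720), a repressor of the jasmonate response, was at 65.6 ± 14.2 CPM (n = 3) at 21w and at 18.6 ± 2.06 CPM (n = 3) at 12w, and in 1 library its count was identical to that of a neighbouring gene. Secondary wall genes were higher at 21w than at 12w (9 of 25; 13 when adjusted over the list alone). In camera against 12w, the jasmonate list was higher (adjusted p = 2.55e-06; adjusted p = 0.167 with an estimated correlation) and so was the wall list (adjusted p = 7.94e-10; adjusted p = 0.268 with an estimated correlation). The counts depend on single libraries: leaving out each in turn gave 303 (12w replicate 1) to 629 (12w replicate 2) genes against 12w, 111 (21w replicate 1) to 298 (21w replicate 3) against 16w and 522 (21w replicate 1) to 976 (12w replicate 2) against the mean. From the separate clustering of 21w, the paper proposes that the duration of cold changes the transcriptome of the internodes that are more prone to root.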

We observed an enrichment of GO terms associated with lateral and post-embryonic root development in internodes harvested at the end of 8w, 12w, 16w and 21w of cold treatment compared to before treatment (0w) (**Figure 2A**). Accordingly, homologs of transcripts of root development-associated genes were upregulated in the internodes during cold treatment, few of which have been described to be involved in adventitious root development (**Figure 2B**) (Li et al., 2018; Tahir et al., 2021; Zhang et al., 2021). This includes *PUCHI*, *AGAMOUS-LIKE 44* (*AGL44*), HAESA (*HAE*), *Related to ABI3/VP1* (*RAV1*), *plant U-box 9* (*PUB9*) and *polyol/monosaccharide transporter 5* (*PMT5*), *CUP SHAPED COTYLEDON 1* (*CUC1*), *WRKY DNA-BINDING PROTEIN 75* (*WRKY75*), *EXPANSIN A17* (*EXPA17*), *Translationally Controlled Tumor Protein 1* (*TCTP1*), *NUCLEOSOME ASSEMBLY PROTEIN 2* (*NRP2*) and *NITRATE TRANSPORTER 2.1* (*NRT2:1*) (Hu et al., 2004; Remans et al., 2006; Zhu et al., 2006, 2019; Devaiah et al., 2007; Hirota et al., 2007; Lee and Kim, 2013; Deb et al., 2014; Li et al., 2018; Alvarez-Buylla et al., 2019; Branco and Masle, 2019). 

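Of the 13 root-associated genes that the paper names, 7 were higher than at 0w after 4w of cold, 9 after 8w, 9 after 12w, 10 after 16w and 6 after 21w, and none was lower by edgeR, at an unadjusted p under 0.05 or by DESeq2. *WRKY75* (Aa_G385310), a transcription factor of root development and phosphate response, rose from 0.768 ± 0.523 CPM (n = 3) at 0w to 3.27 ± 0.525 CPM (n = 3) at 4w and 6.56 ± 3.79 CPM (n = 3) at 21w, and its log2 fold change at 21w was 3.08 (SE 0.48, adjusted p = 9.50e-05, edgeR). *CUC1* (Aa_G1120), which sets organ boundaries, rose from 9.61 ± 0.75 CPM to 30.4 ± 6.18 CPM at 21w (log2 fold change 1.66, SE 0.14, adjusted p = 2.17e-07, edgeR). *PMT5* (Aa_G429460), a sugar and polyol transporter, was higher at every duration and highest at 8w, where its log2 fold change was 2.68 (SE 0.29, adjusted p = 1.26e-06, edgeR). *PUB9* (Aa_G174650), a ubiquitin ligase, rose at 8w by a log2 fold change of 1.35 (SE 0.10, adjusted p = 2.76e-08, edgeR). *RAV1* (Aa_G164300), a transcription factor with an inhibitory role in lateral root growth, was higher at 4w, 8w and 12w, with 184 ± 1.47 CPM at 4w, but at 21w it was at 56.6 ± 13.7 CPM, against 65.4 ± 8.82 CPM at 0w (adjusted p = 0.507, edgeR). *HAE* (Aa_G55490), a receptor kinase of organ abscission, rose at 4w and 16w (log2 fold change 1.34, SE 0.27, adjusted p = 0.000588 from edgeR, at 16w). *NRP2* (Aa_G548310) was called higher at all 5 durations, although without 0w replicate 1 its log2 fold change at 21w was 0.99, and at 12w its call was lost without 0w replicate 1, 12w replicate 2 or 12w replicate 3 (log2 fold changes 0.95, 0.89 and 0.87). *TCTP1* (Aa_G617210) was higher at 8w, 12w and 16w, where the calls at 8w and 16w were lost without 0w replicate 2 (log2 fold changes 0.85 and 0.98), and at 21w it was called only without 0w replicate 3 (1.15). *AGL44* (Aa_G105120), a MADS-box gene of the nitrate response of roots, had no counts in the 3 libraries of 0w and was called higher at all 5 durations, with 1.06 ± 1.16 to 2.64 ± 0.334 CPM. *EXPA17* (Aa_G46840), an expansin of lateral root emergence, also had none at 0w and reached 4.58 ± 1.5 CPM at 21w (adjusted p = 0.00763, edgeR), and it was called at 12w and 16w too, but not without 0w replicate 1, 2 or 3, 12w replicate 2, 16w replicate 1 or 16w replicate 3 (0.251 to 1.00 CPM at 8w, 12w and 16w). *PUCHI* (Aa_G280250) was called at 4w, 8w and 16w at 0.293 to 0.535 CPM, again not without 0w replicate 1, 2 or 3, and at 4w and 16w not without 4w replicate 1 or 16w replicate 2, and *NRT2.1* (Aa_G286010) and *PILS5* (Aa_G199530), at 0 in 20 and 18 of 27 libraries, were not called by edgeR, although DESeq2 called *NRT2.1* at 12w, 16w and 21w (21.9 ± 7.58 CPM at 21w). As a set the 13 genes were higher at each duration in camera (adjusted p of at most 1.14e-05, and at most 0.00270 with an estimated correlation), which is not independent evidence since the paper chose them on these samples. A broader list of 27 genes of lateral and adventitious root formation, written before the data were examined, had 4, 5, 5, 8 and 5 genes higher and 2, 2, 2, 1 and 3 lower (5, 5, 5, 8 and 5 higher and 2, 3, 2, 2 and 4 lower when adjusted over the list alone), and at 21w it was higher in camera (adjusted p = 0.0204; adjusted p = 0.124 with an estimated correlation). From the rise of the root-associated genes, the paper proposes that adventitious root primordia develop on the internodes during cold.

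**Figure D1:**
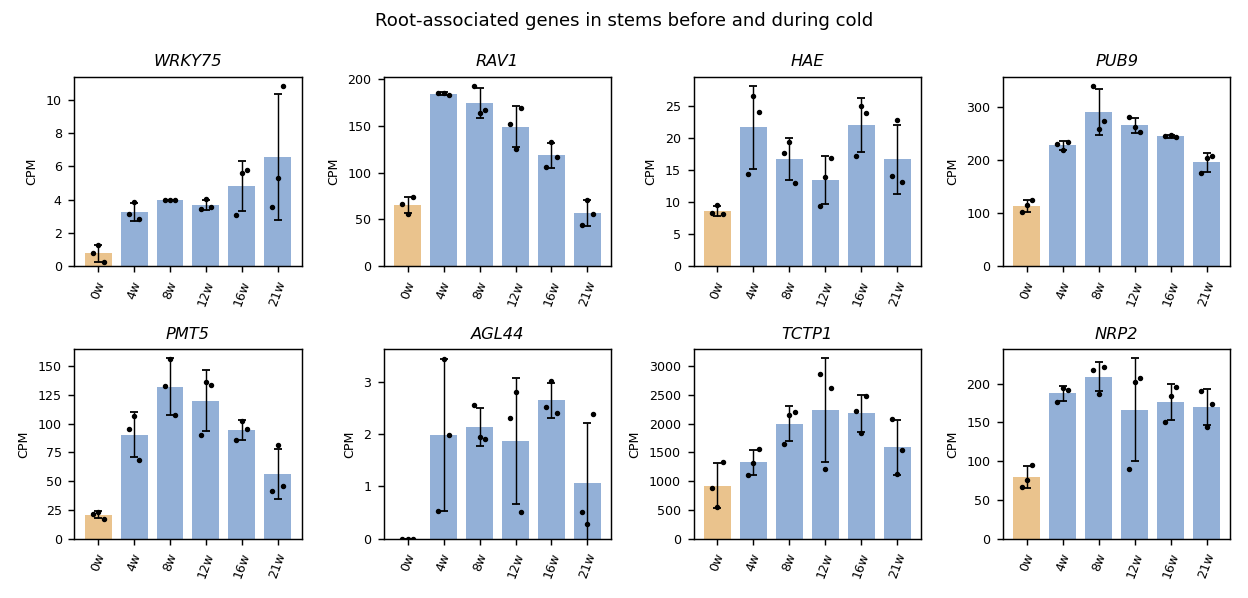
Expression of 8 root-associated genes before cold and at the end of 4, 8, 12, 16 and 21 weeks at 4°C, in TMM-scaled CPM on a linear axis from 0; bars are means, error bars SD and points the 3 libraries of each group. *WRKY75* rises to 6.56 CPM at 21w, and *RAV1* peaks at 184 CPM at 4w and is back at 56.6 CPM at 21w.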

The increase in expression of root-associated genes suggest that adventitious root primordia develop on the internodes during cold exposure.

**Figure 2:**
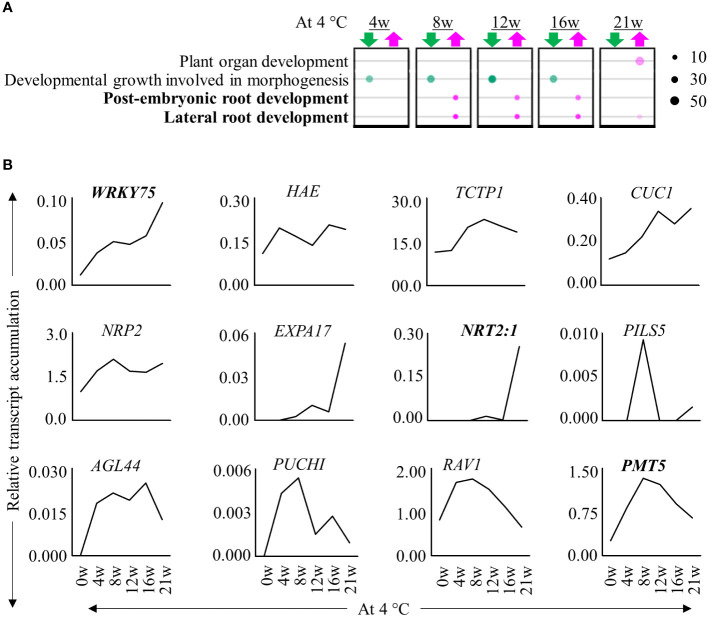
Expression patterns of root-associated genes during extended cold exposure. **(A)** Bubble chart showing selective enriched GO terms. The upregulated (magenta) and downregulated (green) genes in the rooting zone at the end of 4w, 8w, 12w, 16w and 21w of cold (4°C) exposure relative to before cold exposure were analysed. The size of the circle denotes the number of genes participating. The transparency of the circle represents the confidence with respect to the set Benjamini-corrected *p*-value of 0.01. The GO terms in bold are root associated. **(B)** The relative expression levels of homologs of root-associated genes, *AaWRKY75*, *AaHAE*, *AaTCPT1*, *AaCUC1*, *AaPUB9*, *AaNRP2*, *AaEXPA17*, *AaNRT2:1*, *AaPILS5*, *AaAGL44*, *AaRAV1* and *AaPMT5*, were differentially regulated throughout cold exposure until 21 weeks. Expression values are the average counts relative to the housekeeping gene, *AaPP2A*. Genes in bold have been described to be involved in adventitious root formation.

To verify whether adventitious root primordia formation on the stems initiate during cold treatment, we used the *A. alpina* lines carrying the synthetic *DR5* promoter fused to the reporter gene *GUS* (**Figure 3**) (Vayssières et al., 2020). Reporter plants transformed with *pDR5::GUS* have been used in several species to monitor developing adventitious roots following auxin accumulation (Inukai et al., 2005; Sukumar et al., 2013; Rasmussen et al., 2015). In *A. alpina* stems, *GUS* expression under *pDR5* during cold exposure was reduced in comparison to before cold exposure suggesting a decreased *GUS* transcription in cold as described before (**Figure 3**; **Supplementary Figure 3**) (Lee et al., 2005). Nevertheless, stem sections in internodes 9-13 during different durations of cold treatment demonstrated the presence of adventitious root primordia during but not before cold treatment (**Figure 3**). In stem sections harvested from plants after 4 weeks of cold treatment, we observed the presence of a meristematic mass, whereas the ones harvested from plants cold treated for 21 weeks had established root primordia (**Figure 3**). Root primordia in *A. alpina* were present in the stem vasculature, at the border of xylem and phloem. These results suggest that adventitious roots in the main stem are formed in response to cold exposure and that prolonged duration of cold treatment may be important to ensure the development of adventitious roots. Emergence of adventitious root primordia may occur during or after the cold exposure.

**Figure 3:**
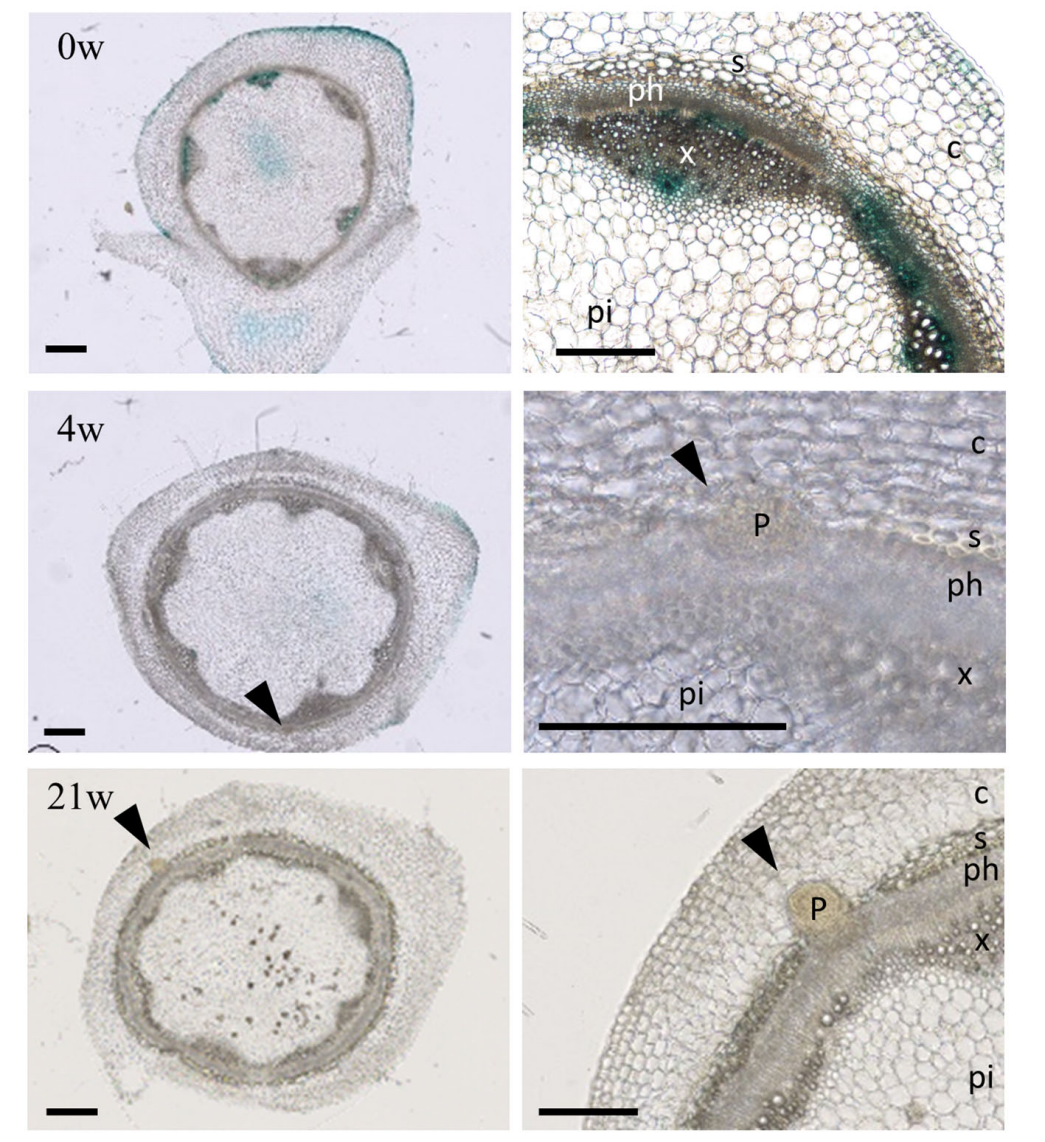
Adventitious root primordia on stems during extended cold exposure. Histological sections of internodes 9 - 13 from plants grown for eight weeks in LD (0w) and cold-exposed for 4 (4w) and 21 (21w) weeks. Arrow heads point adventitious root primordia (also shown in the insets). Bars, 500 µm. P, adventitious root primordia; c, cortex; s, sclerenchyma; x, xylem; ph, phloem; pi, pith.

### 3.3 Transcriptome analysis reveals co-expressed gene clusters across developmental stages of adventitious roots in *A. alpina*

Our experimental design allows us to differentiate gene regulatory networks that participate in cold adaptation, adventitious primordia formation and emergence in cold (in cold-treated plants for 21 weeks) or in adventitious root emergence in response to the transition between cold and warm temperature (in cold-treated plants for 12 and 16 weeks). First, to identify molecular processes affected during cold-induced adventitious rooting in *A. alpina*, we investigated the transcriptomic changes in stems that take place during cold exposure (**Supplementary Dataset 2**). We constructed a heat map and looked for co-expression clusters that might explain the different developmental stages of adventitious root formation, including the induction and initiation of adventitious roots (**Figure 4**; **Supplementary Dataset 3**). To identify genes with strong changes in expression pattern, we selected genes that showed a more than four-fold change between the highest and the lowest expression values. 

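Across 0w, 4w, 8w, 12w, 16w and 21w, 1400 of 21641 genes had a range of group means of at least 3 on the log2(CPM + 1) scale. Of these, 837 were called by edgeR at some duration against 0w. *ARGOS-LIKE* (Aa_G100480), which promotes organ growth through cell expansion, is one of the paper's genes with such a range, from 9.48 ± 1.70 CPM (n = 3) at 0w to 0.251 ± 0.144 CPM (n = 3) at 12w. The number depends on how low values are treated: 692 of the 1400 genes (49.4%) were at 0 in all libraries of a group while another group had a mean of at least 10 counts, and without such genes 708 remained. With a pseudocount of 0.5 CPM the number was 2014, with 5 CPM it was 410, and with a range of at least 2 it was 3253. No test applies to a range of means.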

Among all the *A. alpina* genes, 3540 genes fulfilled this criterion and were included for the co-expression analysis. The heat map was divided into 69 significantly enriched sub-clusters. We focused on 13 clusters that represented 46% of the total clustering (**Figure 4A**; **Supplementary Figure 4**; **Supplementary Dataset 4**). Among these, we identified clusters in which transcript accumulation of genes was downregulated during cold exposure (Group I; highlighted in *green*; Clusters B and C) and others in which gene expression was upregulated (Group II; highlighted in red; Cluster D). 

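Put in terms of called changes, 644 genes were lower than at 0w at all 5 durations, the pattern of Group I, and 431 were higher at all 5, the pattern of Group II. Of the 17 Group I genes that the paper names, *ABCB19*, *SAUR51* and *UGT74B1* had the first pattern, and the other 14 missed it at 1 duration or more. All 5 named genes of Group II, *PIF3*, *PIL2*, *PIL6*, *TCP2* and *TCP14*, had the second. Genes lower at each duration by edgeR among the 17 numbered 6 at 4w, 13 at 8w, 14 at 12w, 11 at 16w and 15 at 21w (6, 16, 17, 17 and 17 when adjusted over the list alone). The list was lower in camera at all 5 durations, with an adjusted p of at most 0.0146 with an estimated correlation. The Group II list was higher in camera at all 5 durations, but not with an estimated correlation (adjusted p = 0.0836 at 4w and 0.107 at 21w with an estimated correlation). Both lists were chosen by the paper on these samples, so these tests are not independent evidence.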

Genes in these groups may be involved in the induction phase of root primordia and play a negative or positive role during subsequent phases of root primordia formation. 

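*ABCB19* (Aa_G580980), an auxin efflux transporter of the stem, fell from 261 ± 30.1 CPM (n = 3) at 0w to 54.9 ± 5.39 CPM (n = 3) at 21w and was lower at every duration (log2 fold change at 21w -2.25, SE 0.13, adjusted p = 3.23e-09, edgeR). *SAUR51* (Aa_G64770), a small auxin-induced gene of growth, fell from 3.00 ± 0.618 to 0.369 ± 0.0610 CPM (log2 fold change -3.00, SE 0.75, adjusted p = 0.00518, edgeR). *GH3.9* (Aa_G12820), which conjugates auxin, was at 31 ± 1.2 CPM at 0w and had no counts in any library at 12w or 21w. *IAA7* (Aa_G423890), a repressor of auxin response, went from 42.8 ± 6.51 CPM at 0w to 0.0750 ± 0.130 CPM at 21w, and it was at 0 in 18 of 27 libraries. *SAUR27*, *SAUR29* and *SAUR67* were at 0 in 18, 17 and 23 libraries, and *GA2OX1* in 23, so that their folds have no reliable size. *BR6OX2* (Aa_G263570), an enzyme of brassinosteroid metabolism, had a log2 fold change of -3.66 at 21w (SE 1.13, adjusted p = 0.0193, edgeR), a call lost without 21w replicate 2 (-3.37) or 21w replicate 3 (-3.59). *LBD33* (Aa_G195320) was called lower at 4w, though not without 4w replicate 1 (-5.04) or 4w replicate 3 (-5.62), and not later, and *WOX1* at no duration. Of 14 tested genes of auxin synthesis, transport and conjugation on a list written before the data were examined, 4, 4, 5, 3 and 4 were lower at the successive durations and none was higher by edgeR (the same numbers when adjusted over the list alone).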

In Group I, we detected genes associated with auxin homeostasis (*GH3.9*, *CYP83A1* and *UGT74B1*), response (*IAA7*, *SPL3*, *SAUR11*, *SAUR27*, *SAUR29*, *SAUR51, SAUR66* and *SAUR67*) and transport (*ABCB19*); gibberellic acid degradation (*GA2OX1*), and signaling (*GASA6*); brassinosteroid degradation (*BR6OX2*) and meristem associated genes (*LBD33* and *WOX1*). 

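*PIF3* (Aa_G73490), *PIL2* (Aa_G2440) and *PIL6* (Aa_G262260), phytochrome-interacting transcription factors, rose in the cold, as did *TCP2* (Aa_G423060) and *TCP14* (Aa_G296270), which control cell proliferation in leaves and internodes. *TCP2* rose from 4.29 ± 0.940 CPM (n = 3) at 0w to 24.6 ± 2.64 CPM (n = 3) at 12w, a log2 fold change of 2.52 (SE 0.19, adjusted p = 3.97e-08, edgeR). *PIL2* was at 0.269 ± 0.467 CPM at 0w and at 26.0 ± 0.785 CPM at 12w (log2 fold change 6.52, adjusted p = 2.72e-05, edgeR). At 12w *PIF3*, *PIL6* and *TCP14* had log2 fold changes of 2.11, 2.81 and 1.83. The calls of *PIF3* at 4w were lost without 0w replicate 2 (log2 fold change 1.12) or without 4w replicate 1 (1.31), and that of *PIL6* at 21w, with a log2 fold change of 1.94, without 0w replicate 1 (1.67), 0w replicate 2 (1.84), 21w replicate 2 (1.85) or 21w replicate 3 (1.70).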

Group II included genes involved in red/far-red light responses (*PIF3*, *PIL2* and *PIL6*) or associated with plant morphogenesis (*TCP2* and *TCP14*). While the genes in group I have not been specifically identified previously as transcriptionally regulated by cold, we cannot rule out the possibility that they may be associated with cold response independently of root primordia formation. The other groups exhibited a more specific pattern of expression at various time points during cold exposure. 

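Of all tested genes, 401 were lower than at 0w at 4w, 8w or 12w and higher at 21w than at that duration, a pattern of early silencing. A further set of 725 genes was lower at 16w or 21w than at 4w or 8w, without having been lower than at 0w at that same shorter duration. This stands for the paper's late silencing, but the late level need not lie below 0w. Genes that rose early and then fell back are therefore counted too. Suberin genes, whose products seal the walls of endodermis and periderm, showed the late pattern: 8 of 11 were lower at 16w than at 4w (10 when adjusted over the list alone), and 6 of 11 were lower at 21w than at 4w (7 when adjusted over the list alone). This list was written before the data were examined, but it holds *CYP86A1* and *CYP86B1*, which the paper named on these samples. In camera the suberin list was lower at 16w than at 4w (adjusted p = 1.75e-14, and adjusted p = 0.0173 with an estimated correlation), whereas at 21w against 4w the test did not hold (adjusted p = 0.145 with an estimated correlation). Calls were edgeR's contrasts between durations within the single fit, and the parts of each pattern share the libraries of the shorter durations, which by itself favors these patterns; the numbers expected without any change were not computed.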

We detected clusters in which gene expression was transiently silenced at early (Group III; highlighted in yellow; Clusters E - L) or late stages of cold treatment (Group IV; highlighted in grey; Clusters M - N). Group III included genes involved in auxin response (*DAO2*, *SAUR1*, *SAUR6*, *SAUR16*, *SAUR50*, *SAUR52*, *SAUR53* and *IAA19*); dividing meristems (*ARGOS-LIKE*, *CYCB2;3*, *CDKB2;2*, *MAP65-4* and *KINESIN5*); cytokinin signaling (*ARR15*, *AHP4* and *LOG4*); and ethylene signaling (*ERF53*). 

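*IAA19* (Aa_G424060), a repressor of auxin response that is itself induced by auxin, fell from 27.5 ± 3.35 CPM (n = 3) at 0w to 6.45 ± 0.588 CPM (n = 3) at 4w and was at 20.6 ± 7.14 CPM at 21w. Its log2 fold change was -2.09 at 4w against 0w (SE 0.22, adjusted p = 1.53e-06, edgeR) and 1.68 at 21w against 4w (SE 0.21, adjusted p = 4.72e-05, edgeR). *ARGOS-LIKE* had a log2 fold change of 3.65 at 21w against 12w (SE 0.78, adjusted p = 0.00704, edgeR). *DAO2* (Aa_G704860), which oxidizes auxin, was at 33 ± 9.02 CPM at 0w, 3.8 ± 0.45 CPM at 8w and 10.2 ± 2.99 CPM at 21w, and its rise from 8w to 21w (log2 fold change 1.42, adjusted p = 0.0495, edgeR) was not called when any 1 of the 6 libraries of 8w and 21w was left out (log2 fold changes 1.16 to 1.56). *SAUR50* (Aa_G557000) and *SAUR6* (Aa_G10070) were higher at 21w than at 4w by 1.32 and 2.67 on the log2 scale, but the first call was lost without 4w replicate 1, 2 or 3 or 21w replicate 1 or 3 (1.2 to 1.44) and the second without 4w replicate 2 (2.39). Of the named genes, 16 were examined and *KINESIN5*, whose locus was ambiguous, was not; 10, 10, 11, 9 and 7 were lower than at 0w by edgeR at 4w, 8w, 12w, 16w and 21w (11, 10, 12, 11 and 7 when adjusted over the list alone). *CYCB2;3*, *MAP65-4*, *AHP4* and *LOG4* were called at none of these durations, *CDKB2;2* (Aa_G33350) at 12w only and *ARR15* (Aa_G477060) at 4w only, the first not without 0w replicate 1, 2 or 3 or 12w replicate 1 or 3 (-2.46 to -3.20) and the second not without 0w replicate 1 (-2.98), 0w replicate 3 (-2.89) or 4w replicate 1 (-3.26). The list, chosen by the paper on these samples and so not independent evidence, was lower in camera at 4w, 8w, 12w and 16w with an estimated correlation (adjusted p of 0.0263, 0.0343, 0.0179 and 0.0455), but not at 21w (adjusted p = 0.107 with an estimated correlation).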

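*ERF73* (Aa_G199210), an ethylene response factor of the response to low oxygen, rose from 53.9 ± 15.9 CPM (n = 3) at 0w to 383 ± 6.52 CPM (n = 3) at 8w and was at 86.9 ± 27.7 CPM at 21w (21w against 8w, log2 fold change -2.14, SE 0.30, adjusted p = 0.000112, edgeR). *ERF39* (Aa_G296090) was lower at 21w than at 4w (log2 fold change -1.89, SE 0.36, adjusted p = 0.00170, edgeR). *CYP86A1* (Aa_G246290) and *CYP86B1* (Aa_G97870), hydroxylases of suberin fatty acids, fell by 2.07 and 2.13 on the log2 scale from 4w to 21w, and *CYP86A1* was lowest at 16w, with 21.8 ± 6.62 CPM. *MES9* (Aa_G604720), a methyl esterase, was at 55.7 ± 14 CPM at 8w and 6.62 ± 0.334 CPM at 21w (log2 fold change -3.07, SE 0.36, adjusted p = 2.30e-05, edgeR). *GASA1* (Aa_G618430), a gibberellin-regulated peptide, had a log2 fold change of -4.83 at 21w against 8w (SE 1.18, adjusted p = 0.0117, edgeR), but this was not called without 8w replicate 2 (-3.71), 21w replicate 1 (-4.81) or 21w replicate 3 (-4.43), and in 3 libraries its count was identical to that of a neighbouring gene. *BLUEJAY* was not examined, since its locus was ambiguous. Against 4w, 5 of these 6 genes were lower at 21w (6 when adjusted over the list alone), and 3 at 16w. The 6 genes were named by the paper from these samples, so that camera's adjusted p of 0.0126 with an estimated correlation, for 21w against 4w, is not independent evidence.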

Group IV includes genes associated with ethylene signaling (ERF39 and ERF73); suberin biosynthesis (*CYP86A1* and *CYP86B1*); gibberellic acid signaling and homoeostasis (*GASA1* and *MES9*) and stem cell regulator *BLUEJAY*. Transcript accumulation of genes in Group III might be involved in the induction/initiation phase of root primordium, whereas transcript accumulation of genes in Group IV in the emergence phase of root primordium. These data also suggest a downregulation of auxin response during the early phases of cold exposure as observed for the *DR5* auxin response in cold (**Supplementary Figure 5**; **Figure 3**). Accordingly, free auxin levels on stems were significantly reduced in plants after 4w in cold (**Supplementary Figure 5**). However, we observed a gradual (but not statistically significant) upregulation of endogenous IAA levels in stems of plants exposed to prolonged cold (**Supplementary Figure 5**).

**Figure 4:**
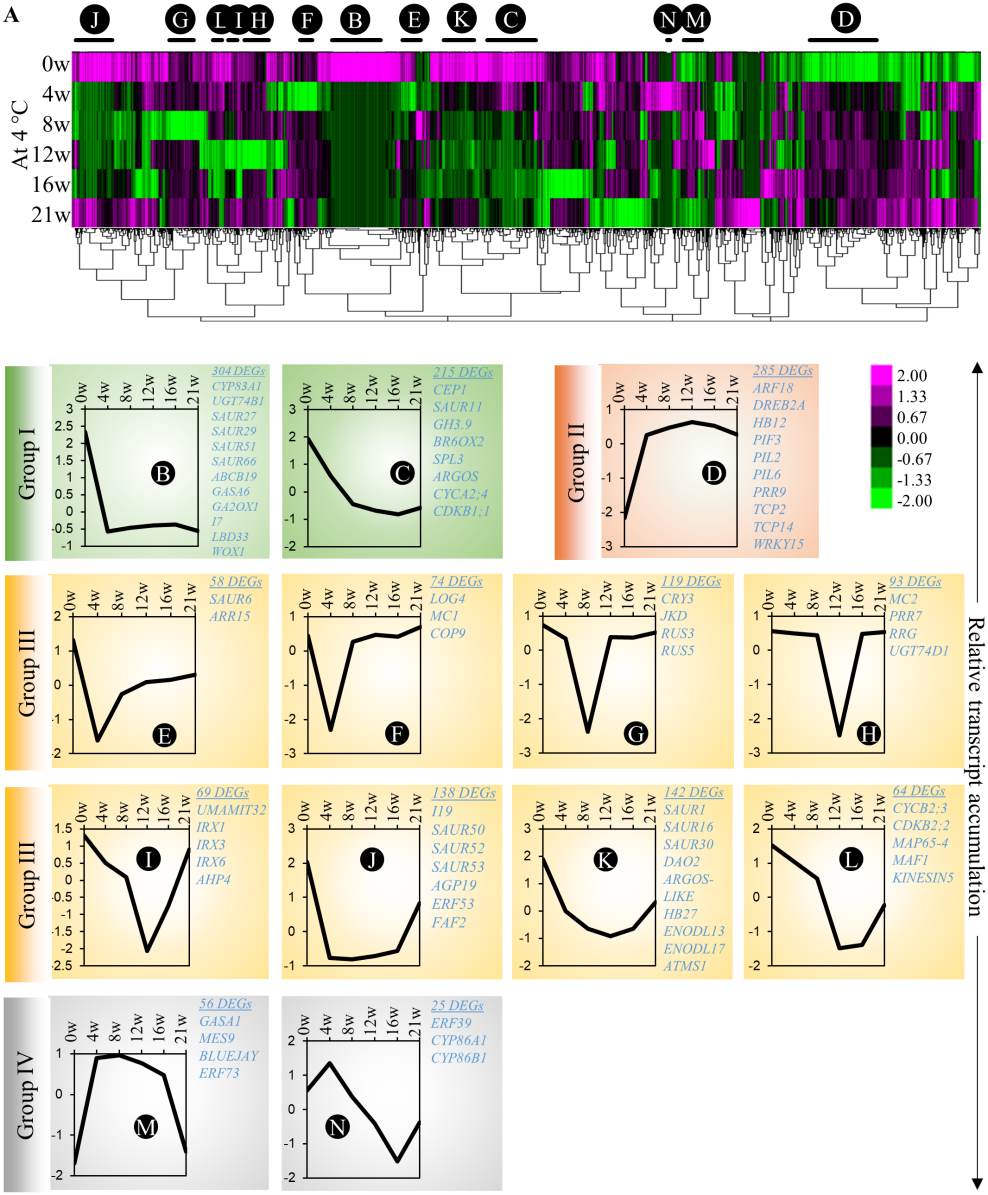
Co-expression clustering of the differentially expressed genes on *A alpina* stems. **(A)** The heat map shows the expression levels of selected genes (3540 genes) before cold exposure (0w), and 4w, 8w, 12w, 16w and 21w after cold exposure. For the heat map, genes were selected out of the total of 30510 genes based on the following criteria: log_2_(Fold-change) ≥ 2 and the difference between the maximum and the minimum value ≥ 3. The heat map was generated with Cluster 3.0 and was analysed with TreeView. Changes in the expression pattern are depicted as shown in the scale below the heat map. Green represents downregulation and magenta upregulation of expression levels. **(B–N)** The average normalized expression pattern of genes in selected co-expression clusters shown with black/red lines above the heat map. The expression levels were normalized with Cluster 3.0. The sub-clusters showing a similar expression pattern are highlighted in similar colours. The cluster sizes and co-expressed genes are indicated besides the co-expression plots. The heat map was divided into four major types (I - green, II - orange, III - yellow & IV - grey) based on the overall expression pattern. The GO enrichment of the clusters is presented in the **Supplementary Dataset 3**.

To identify genes and processes involved in the emergence phase of adventitious roots, we investigated the transcriptomic changes in stems taking place after cold exposure. Stems of 21w cold-treated plants had fewer genes differentially regulated between samples harvested at the end (+0dLD) and after (+5dLD) cold treatment in comparison to the ones exposed to 12w or 16w of cold treatment (**Supplementary Figure 2B**; **Supplementary Table 1**). This result suggests that after 21w, the transcriptome response of *A. alpina* to cold treatment was saturated, as was the number of plants producing cold-dependent adventitious roots. 

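With all libraries in the fit, 76 genes changed after the return to LD from 21w, against 2059 from 12w and 2202 from 16w. Of the genes that rose after 21w, 24 had also risen after 12w and 26 after 16w, where independent lists would share 2.42 and 2.87, and without the library labelled 21w+5dLD replicate 3 these were 333 and 384 (independent lists 35.3 and 40.3). The plot of genes that change on the return to LD covers 640 that rose and 512 that fell after both 12w and 16w. For the first set, 2 of the libraries labelled 21w+5dLD had mean log2 CPM of 4.85 and 4.76. The library labelled replicate 3 had 3.43, near the 21w libraries (3.47 to 3.68). *COR27* (Aa_G595780, COLD-REGULATED 27), a cold-induced gene, had 0 CPM in 2 of the 21w+5dLD libraries and 113 CPM in the one labelled replicate 3, while the 21w libraries were at 72.3 ± 33 CPM (n = 3). The difference in response was tested directly by edgeR's interaction contrast: 332 genes were called for the response after 21w against that after 12w, and 199 against that after 16w. In a fit of only the groups compared these were 22 and 20 genes, and 3 of 30 groupings of the libraries, the real one and others drawn at random, gave at least as many as the first, which is not beyond chance, against 1 of 30, the real one, for the second. The library labelled replicate 3 decides the count after 21w, which was 1143 without it, whereas the interaction counts, 254 and 86 without it, depend on several libraries: over all single libraries left out, these ranged from 139 (12w replicate 1) to 522 (21w+5dLD replicate 1) and from 31 (21w replicate 1) to 484 (21w+5dLD replicate 1). With 1 library of 12w+5dLD or 16w+5dLD left out in the same way, 1773 to 2008 genes were called after 12w and 1919 to 2006 after 16w. DESeq2 called 641 genes after 21w with all libraries. From the lower number after 21w, the paper proposes that the transcriptome response to cold had become saturated, as had the number of plants that form cold-dependent roots.

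**Figure D2:**
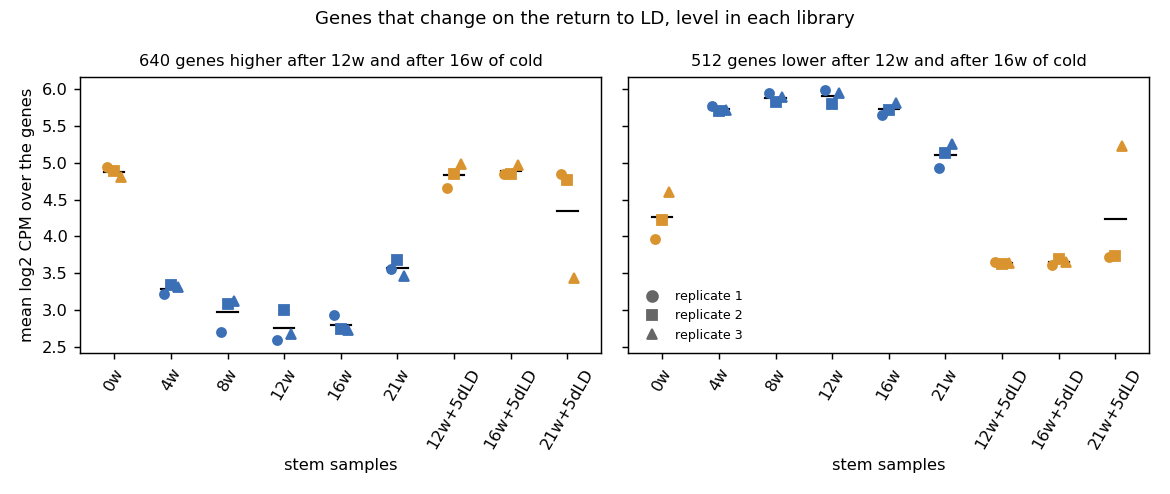
Mean log2 CPM in each library of the 640 genes called higher and the 512 genes called lower after the return to LD from both 12w and 16w, one point per library, for the 9 groups. The library labelled 21w+5dLD replicate 3 lies at 3.43 for the 640 genes, with the 21w libraries, while the other 21w+5dLD libraries lie at 4.85 and 4.76.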

We performed a co-expression analysis of the genes detected between stems harvested at the end and after cold treatment (**Figure 5**). 

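After the return to LD, 9 of 11 glucosinolate genes named by the paper were lower at 21w+5dLD than at 12w+5dLD (11 when adjusted over the list alone), and 1 was lower than at 16w+5dLD (8 when adjusted over the list alone). *CYP79F1* (Aa_G65470), which makes the aldoximes of methionine-derived glucosinolates, was at 178 ± 57.8 CPM (n = 3) at 12w+5dLD, 59.6 ± 37.9 CPM (n = 3) at 16w+5dLD and 12.9 ± 1.21 CPM (n = 3) at 21w+5dLD. Its log2 fold change at 21w+5dLD was -3.78 against 12w+5dLD (SE 0.53, adjusted p = 0.000417, edgeR) and -2.20 against 16w+5dLD (SE 0.50, adjusted p = 0.0305, edgeR), and the second call was lost without 16w+5dLD replicate 1 (-1.81), 16w+5dLD replicate 3 (-2.00), 21w+5dLD replicate 2 (-2.21) or 21w+5dLD replicate 3 (-2.13). *SOT17* (Aa_G119000), a sulfotransferase of the last step of the core pathway, was lower than at 12w+5dLD (log2 fold change -2.32, SE 0.37, adjusted p = 0.000858, edgeR), and so was *IMD1* (Aa_G72800), of side chain elongation (-3.22, SE 0.52, adjusted p = 0.00107, edgeR). *IPMI1* (Aa_G175670) and *IPMI2* (Aa_G401570), subunits of an isomerase of the same elongation cycle, had log2 fold changes of -3.13 and -3.21. *CYP83A1* (Aa_G79730) had one of -3.52 (SE 0.69, adjusted p = 0.00376, edgeR), with 4 libraries in which its count was identical to that of the next gene. *UGT74B1* (Aa_G274060), with such counts in 5 libraries, had one of -2.25 (adjusted p = 0.0162, edgeR), and without the library labelled 21w+5dLD replicate 3 this was -1.90 and no longer called. Against 16w+5dLD, the genes other than *CYP79F1* had log2 fold changes of -1.13 to -2.01 and were not called by edgeR, while DESeq2 called 6 of the 11 lower. Without the library labelled 21w+5dLD replicate 3, 8 of the 11 were lower than at 12w+5dLD (11 when adjusted over the list alone), and no call against 16w+5dLD remained by edgeR (4 when adjusted over the list alone); over all genes 377 and 85 were called in these comparisons, in place of 476 and 143. On a list of 26 glucosinolate genes written before the data were examined, 16 were lower than at 12w+5dLD and 1 than at 16w+5dLD (20 and 12 when adjusted over the list alone), and camera's result against 12w+5dLD (adjusted p = 2.75e-18) did not hold with an estimated correlation (adjusted p = 0.102 with an estimated correlation). This list also holds genes that the paper named on these samples, so it is not independent evidence.

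**Figure D3:**
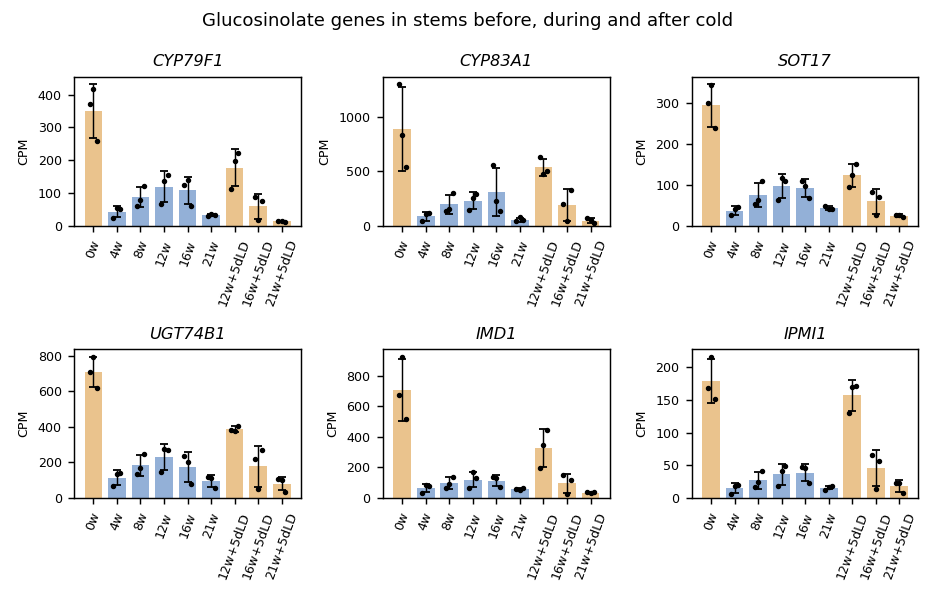
Expression of 6 glucosinolate genes in the 9 groups, in TMM-scaled CPM on a linear axis from 0; bars are means, error bars SD and points the 3 libraries of each group. *CYP79F1* stands at 178 CPM at 12w+5dLD and at 12.9 CPM at 21w+5dLD.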

We found that the accumulation of transcripts involved in glucosinolate metabolism (including *CYP83A1*, *CYP79F1*, *UGT74B1*, *SOT17*, *IMD1*, *IPMI1* and *IPMI2*) was reduced after 21 weeks of cold treatment, whereas it was comparatively higher after 12 and 16 weeks of cold treatment. 

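For 14 genes of DNA replication, cell division and organelle organization named in the text or Fig. 5, without *ATCDC48B* and *SMC2*, whose loci were ambiguous and which were not examined, none was called higher or lower at 21w+5dLD than at 12w+5dLD or 16w+5dLD by edgeR, none had an unadjusted p under 0.05, and DESeq2 called none. *MCM2* (Aa_G92320), a subunit of the replicative helicase, was at 28.1 ± 6.84 CPM (n = 3) at 21w+5dLD, 13.3 ± 12.6 CPM (n = 3) at 12w+5dLD and 20.9 ± 8.58 CPM (n = 3) at 16w+5dLD, a log2 fold change of 1.08 against 12w+5dLD (SE 0.85, adjusted p = 0.551, edgeR). *CYCA3;2* (Aa_G171120), a cyclin of the G1 to S transition that was at 0 in 9 libraries, was at 4.58 ± 3.42, 2.12 ± 1.85 and 4.61 ± 1.85 CPM in the same groups. *MCM9*, *MKK6*, *EB1C*, *TOPII* and *MCM6* had log2 fold changes of 1.64, 1.42, 0.49, 0.31 and 0.24 against 12w+5dLD. The median over the 14 genes was 1.01 against 12w+5dLD and 0.24 against 16w+5dLD. Without the library labelled 21w+5dLD replicate 3, edgeR called none of the 14 either. In camera the list was higher than at 12w+5dLD (adjusted p = 0.00553; adjusted p = 0.115 with an estimated correlation) and not called against 16w+5dLD (adjusted p = 0.222), which is not independent evidence, since the paper chose these genes on these samples. Of 36 replication and division genes on a list written before the data were examined, 1 was lower than at 12w+5dLD and none was called against 16w+5dLD, where edgeR gave 1 gene higher and 1 lower at an unadjusted p under 0.05 and DESeq2 called 1 higher.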

Inversely, transcript accumulation of genes participating in cell cycle, cell division and organelle reorganization (among them *ATCDC48B*, *CYCA3;2*, *EB1C*, *MCM2*, *MCM6*, *MCM9*, *MKK6*, *SMC2* and *TOPII*) were significantly increased in stems of 21w cold treated plants compared to the stems of plants cold-treated for 12 and 16 weeks (**Figure 5**). 

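*IAA19* was at 22.9 ± 1.13 CPM (n = 3) at 21w+5dLD and at 4.2 ± 0.729 CPM (n = 3) at 12w+5dLD (log2 fold change 2.44, SE 0.22, adjusted p = 4.58e-06, edgeR). *ACS6* (Aa_G318210), an enzyme of ethylene synthesis, was at 35.7 ± 17.0 and 8.51 ± 2.88 CPM in these groups (log2 fold change 2.07, SE 0.52, adjusted p = 0.0208, edgeR), a call lost without 12w+5dLD replicate 1 (2.12), 12w+5dLD replicate 2 (1.82) or 21w+5dLD replicate 1 (1.61). *ERF104* (Aa_G401140), an ethylene response factor of defense, was at 27.8 ± 9.79 and 7.85 ± 3.01 CPM (log2 fold change 1.83, SE 0.51, adjusted p = 0.0340, edgeR), a call lost without 12w+5dLD replicate 2 (1.72), 12w+5dLD replicate 3 (1.64), 21w+5dLD replicate 1 (1.56) or 21w+5dLD replicate 2 (1.81). *ACO3* (Aa_G298930), at 0 in 10 libraries, and *ERF6* (Aa_G607250) had log2 fold changes of 1.84 and 1.41 and were not called. Against 16w+5dLD none of these 5 genes was called by edgeR, 1 had an unadjusted p under 0.05, and DESeq2 called none; *ERF104* and *ACS6* were at 53.6 ± 53.9 and 49.7 ± 51.8 CPM there, so that the spread between libraries exceeded the differences. The 3 calls against 12w+5dLD held without the library labelled 21w+5dLD replicate 3. In camera the list was higher at 21w+5dLD than at 12w+5dLD (adjusted p = 7.76e-05; adjusted p = 0.0746 with an estimated correlation), which is not independent evidence because the genes were named on these samples.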

Homologs of ethylene biosynthesis genes *ACO3* and *ACS6*, ethylene signaling genes *ERF6* and *ERF104* and the auxin signaling gene *IAA19* were also upregulated after extended cold exposure (**Supplementary Dataset 2**).

**Figure 5:**
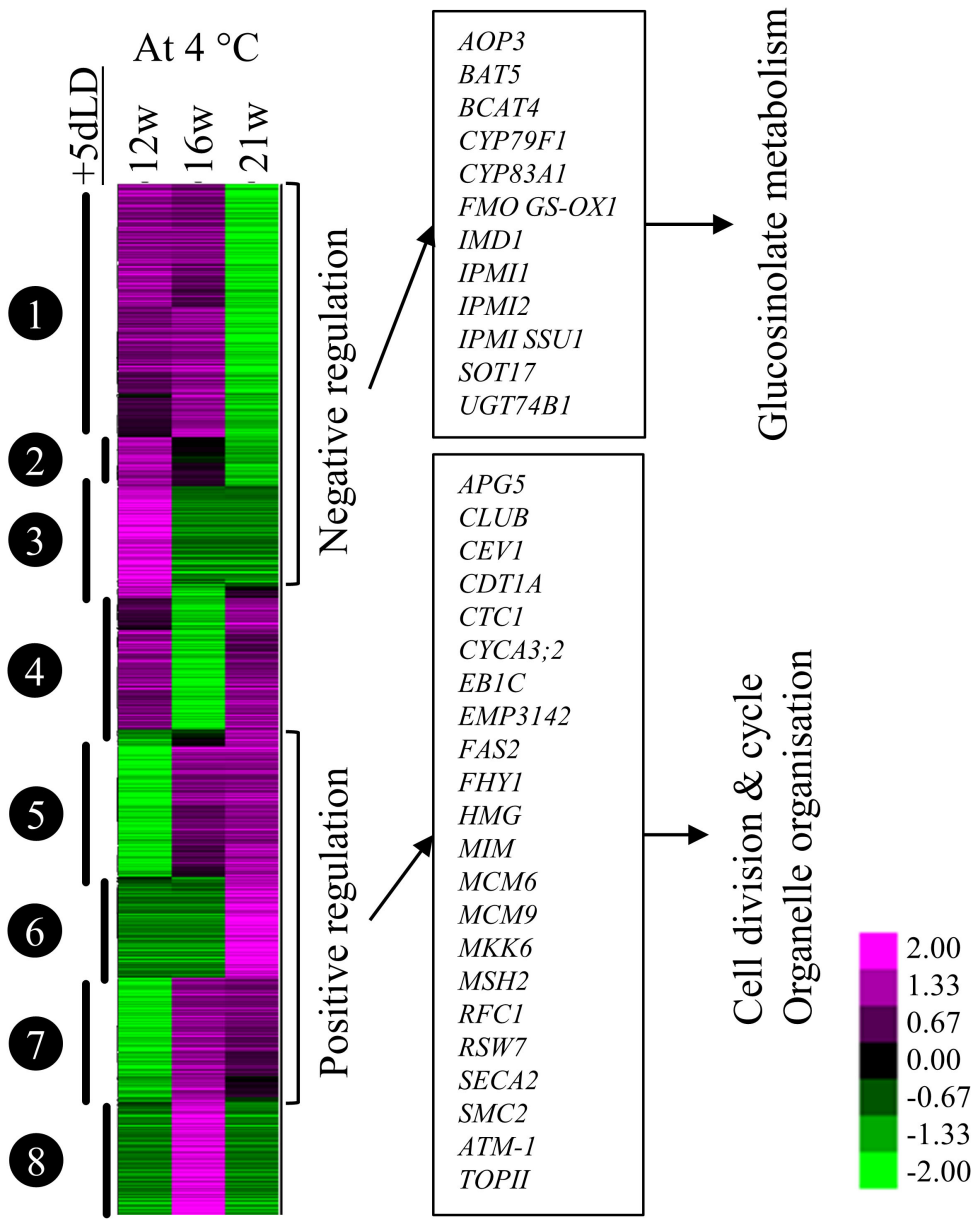
Co-expression clustering of the differentially expressed genes 5 days after cold exposure. Heatmap of the expression pattern of 3384 genes out of the 30690 identified in *A. alpina* with log_2_(Fold-change) ≥ 2 and the difference between the maximum and the minimum value ≥ 3. The heat map was generated with Cluster 3.0 and was analysed with TreeView. Changes in the expression pattern are depicted as shown in the scale below the heat map. Green represents downregulation and magenta represents upregulation of expression levels. The heat map shows the expression levels of selected genes in plants exposed to cold for 12w, 16w and 21w followed by 5 days in LD greenhouse.

### 3.4 Adventitious rooting in *A. alpina* correlates with the differential regulation of hormone- associated genes during and after cold treatment

As hormones are instrumental in the regulation of adventitious roots, we examined the enrichment of phytohormone-related genes among the DEGs identified during cold treatment during the formation of adventitious root primordia (**Figure 6**). We found that abscisic acid, auxin, ethylene, gibberellic acid, jasmonic acid and salicylic acid responsive genes were enriched in the upregulated DEGs detected throughout cold exposure except for the auxin response gene at 4 weeks into cold. 

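Genes responsive to abscisic acid were over-represented among the genes that rose at all 5 durations, with an enrichment index of 2.28 at 4w, 2.39 at 8w, 2.09 at 12w, 1.96 at 16w and 2.38 at 21w. Ethylene-responsive genes were over-represented among higher genes at 4w, 8w, 12w and 21w (index 1.76 to 2.39), as were those of salicylic acid (2.03 to 2.16), while gibberellic acid passed at 8w, 12w and 21w (2.10 to 2.29) and jasmonic acid at 21w alone (2.19). Auxin-responsive genes passed at no duration. *RAB18* (Aa_G43900), a dehydrin induced by abscisic acid, is 1 of 55 such genes higher at 21w, from 18.3 ± 13.8 CPM (n = 3) at 0w to 268 ± 39.2 CPM (n = 3), a log2 fold change of 3.87 (SE 0.54, adjusted p = 3.28e-05, edgeR). The index follows the paper's formula, with the 14986 tested genes that have an *A. thaliana* homolog as background, and a one-sided Fisher's exact test, adjusted over 80 tests. The paper's own test, by random draws, used P under 0.05 with no adjustment stated, which is a less strict limit. At 16w the indices of ethylene, gibberellic acid and salicylic acid were 1.62, 1.82 and 1.63, with adjusted p of 0.0509, 0.0873 and 0.115 by the exact test, though with the calls of DESeq2 ethylene and salicylic acid passed there (0.0208 and 0.0262), and ethylene also without genes at 0 in a group (0.0384) and without the library labelled 21w+5dLD replicate 3 (0.0439). Gibberellic acid at 4w and jasmonic acid at 12w did not pass by the exact test (adjusted p = 0.0509 each), but the first did with DESeq2 (0.0262), the authors' tables (0.0485), without genes at 0 in a group (0.0244) and without the library labelled 21w+5dLD replicate 3 (0.0385), and the second with the authors' tables (0.0222) and without genes at 0 (0.0431). By the adjusted p alone, without the 2-fold threshold, the calls of salicylic acid at 4w, 8w and 12w, of gibberellic acid at all 3 durations and of ethylene at 21w were lost (adjusted p 0.0595 to 0.416, exact test), and without the library labelled 21w+5dLD replicate 3 those of gibberellic acid at 8w (0.0536) and ethylene at 21w (0.0549). The lists are the paper's GO-based columns of Supplementary Dataset 1; the copy used here holds the first 1999 of 33324 lines, which is past the end of the longest hormone column of 607 genes.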

Among the downregulated genes, we detected an enrichment of auxin, Cytokinin and gibberellic acid-responsive genes (**Figure 6**). 

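Among the genes that fell in the cold, cytokinin-responsive genes were over-represented at all 5 durations, with an index of 1.92 at 4w, 1.73 at 8w, 1.85 at 12w, 1.62 at 16w and 1.98 at 21w (largest adjusted p = 0.0169, Fisher's exact test). Auxin-responsive genes were over-represented at 8w (41 of 288 genes, index 1.45, adjusted p = 0.0368, exact test), and gibberellic acid-responsive genes at 21w (15 of 105, index 1.90, adjusted p = 0.0399, exact test). These depend on how genes are called: auxin at 8w was lost with the calls of DESeq2 (adjusted p = 0.131, exact test), with those of the authors' tables (0.318), by the adjusted p alone (0.364), with the replicate number as an added factor (0.126) and without genes at 0 in a group (0.222). Gibberellic acid at 21w was lost with DESeq2 (0.0708), the authors' tables (0.0552), the adjusted p alone (0.514), without genes at 0 (0.115) and without the library labelled 21w+5dLD replicate 3 (0.0616), all by the exact test. Cytokinin was lost at 16w with DESeq2 (0.117), the authors' tables (0.127) and without genes at 0 (0.0769), and at 12w with the authors' tables (0.0568), by the same test. The auxin index at 4w, 12w, 16w and 21w was 0.992, 1.27, 0.996 and 1.34, and none of these passed. *ARR5* (Aa_G561390), a response regulator induced by cytokinin, went from 44.3 ± 9.82 CPM (n = 3) at 0w to 16.8 ± 1.97 CPM (n = 3) at 21w (log2 fold change -1.39, SE 0.37, adjusted p = 0.00816, edgeR). In all, 24 of the 80 tests during cold passed, 17 among higher and 7 among lower genes.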

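Of 80 tested brassinosteroid-responsive genes, 4, 6, 5, 5 and 2 were higher than at 0w at 4w, 8w, 12w, 16w and 21w, with an index of 0.994, 1.38, 1.04, 0.995 and 0.501. Lower than at 0w were 6, 8, 8, 9 and 10 of them, with an index of 0.932, 1.02, 0.991, 1.04 and 1.66. None of these 10 tests passed, and none had an unadjusted p under 0.05 (smallest unadjusted p = 0.0771, at 21w among lower genes, one-sided Fisher's exact test), while with the calls of DESeq2 the index among lower genes at 21w was 1.94 and passed (adjusted p = 0.0379). *ROT3* (Aa_G179460), a cytochrome P450 of brassinosteroid synthesis, had a log2 fold change of -1.63 at 21w (adjusted p = 0.000229, edgeR). A list of 11 genes of brassinosteroid synthesis and signaling, written before the data were examined, had 1, 2, 1, 1 and 1 genes higher and 2, 2, 3, 2 and 3 lower by edgeR (2, 2, 1, 1 and 1 higher and 2, 2, 3, 3 and 3 lower when adjusted over the list alone). A change of direction between the durations was not tested as a difference.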

Notably, brassinosteroid response gene were enriched only in upregulated genes at the beginning of the cold period (4 and 8 weeks) and in down regulated at the second part of the cold exposure (12, 16 and 21 weeks) suggesting an opposite role of this hormone in adventitious root primordia initiation/formation and maturation/emergence in cold (**Figure 6C**). Auxin-responsive genes showed similar enrichment among the upregulated and downregulated genes (**Figure 6B**). However, at the end of 21w of cold exposure the number of auxin responsive genes in the upregulated gene was twice as high compared to the other time points (**Figure 6B**). 

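At 21w, 23 of 288 auxin-responsive genes were higher than at 0w, against 12 at 4w, 16 at 8w, 21 at 12w and 18 at 16w. The number of genes called higher in all is smaller at 21w, so that the index was 1.6 there, and 0.828, 1.02, 1.22 and 0.995 at the shorter durations. The index at 21w had an unadjusted p of 0.0180 and an adjusted p of 0.0513 by the one-sided Fisher's exact test. *SAUR33* (Aa_G2240), an auxin-induced gene of cell expansion, rose from 1.83 ± 0.225 CPM (n = 3) at 0w to 12.0 ± 2.6 CPM (n = 3) at 21w (log2 fold change 2.71, SE 0.39, adjusted p = 4.49e-05, edgeR), and *IAA1* (Aa_G479690), an early auxin-response repressor, from 12.0 ± 3.47 to 29.3 ± 3.05 CPM (log2 fold change 1.29, SE 0.33, adjusted p = 0.00573, edgeR). Among lower genes at 21w, 29 of 288 were auxin-responsive. The difference between durations in these shares was not tested.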

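Jasmonic acid-responsive genes among the higher genes numbered 13 at 4w, 15 at 8w, 18 at 12w, 14 at 16w and 19 at 21w, of 174 tested. At 21w their adjusted p was 0.00744, and at the shorter durations it was 0.229, 0.134, 0.0509 and 0.442 (one-sided Fisher's exact test). *MYC2* (Aa_G16560), the central transcription factor of the jasmonate response, rose from 128 ± 27.0 CPM (n = 3) at 0w to 289 ± 54.5 CPM (n = 3) at 21w (log2 fold change 1.17, SE 0.31, adjusted p = 0.00843, edgeR), and *JAZ1* had a log2 fold change of 1.44 (adjusted p = 0.00534, edgeR). Of 16 genes of jasmonate synthesis and signaling on a list written before the data were examined, these 2 were higher at 21w, also when adjusted over the list alone, and none was lower; camera placed the list higher (adjusted p = 0.0132; adjusted p = 0.340 with an estimated correlation).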

Concurrently, jasmonic acid responsive genes were overrepresented among the upregulated gene and brassinosteroid responsive genes in the downregulated genes. These results point to changes in auxin, jasmonic acid, brassinostreroid and cytokinin response specifically at 21w at 4°C.

**Figure 6:**
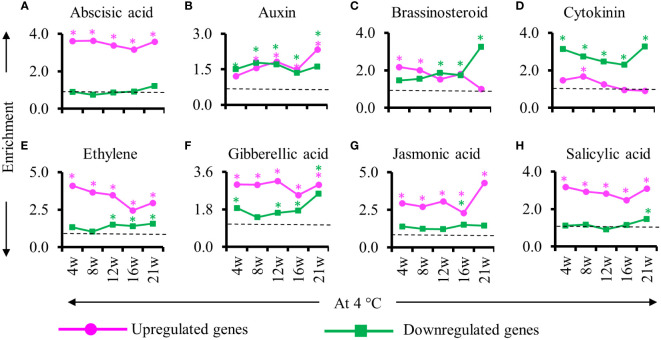
Enrichment of genes responsive to hormones during cold exposure. **(A–H)** Enriched hormone responsive genes in stems at the end of cold (4, 8, 12, 16, 21 weeks at 4°C) relative to before cold exposure. **(A)** Abscisic acid, **(B)** auxin, **(C)** brassinosteroid, **(D)** cytokinin, **(E)** ethylene, **(F)** gibberellic acid, **(G)** jasmonic acid and **(H)** salicylic acid responsive genes are represented. The upregulated (magenta) and downregulated (green) genes are represented. The enrichment value and enrichment test were calculated as mentioned in the Materials and Methods. Stars indicates *P* < 0.05.

To determine the regulation of hormone responsiveness after cold exposure, we looked for hormone responsive genes in stem samples harvested from plants at the end of cold treatment and after plants had been returned to greenhouse conditions. No gibberellic acid and jasmonic acid responsive genes were identified among the DEGs. Interestingly, genes responsive to abscisic acid, auxin, brassinosteroid, ethylene and salicylic acid were enriched among the down regulated genes in cold-treated plant for 12 and 16 weeks but not 21 weeks (**Figure 7**). Specifically, in stems of plants cold treated for 21w, we observed an exceptionally low enrichment of DEGs related to hormones compared to the ones in plants cold treated for 12w or 16w. This pattern was also observed for the auxin responsive genes. Nevertheless, endogenous IAA levels in stems increased in plants transferred to greenhouse conditions after 21 weeks of cold treatment (**Figure 7G**). This result suggests that hormones are also important for the later stages of adventitious rooting and explains the lack of hormone responsive DEGs in stems of 21 weeks cold treated plants that develop adventitious roots already during cold treatment. 

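After the return to LD, genes responsive to abscisic acid were over-represented among the genes that fell after 12w (37 of 463, index 1.75, adjusted p = 0.00671, exact test) and after 16w (37 of 463, index 2.00, adjusted p = 0.00188, exact test). Ethylene-responsive genes were over-represented among lower genes after 12w (index 2.23, adjusted p = 0.00449, exact test) and among higher genes after 16w (index 1.94, adjusted p = 0.00449, exact test). Jasmonic acid-responsive genes were over-represented among higher genes after 16w (28 of 174, index 2.17, adjusted p = 0.00188, exact test). By the adjusted p alone, without the 2-fold threshold, both ethylene calls and the jasmonic acid call were lost (adjusted p of 0.128, 0.270 and 0.260, exact test), and with the calls of DESeq2 that of ethylene after 16w (0.0503). Among lower genes, auxin, brassinosteroid and salicylic acid had an index of 1.52, 2.19 and 1.64 after 12w and of 1.48, 1.88 and 1.36 after 16w, and these did not pass the adjustment over 48 tests, in which 5 passed. Among higher genes after 12w, cytokinin (index 1.73, adjusted p = 0.0970, exact test) passed with DESeq2 (0.0435), by the adjusted p alone (2.59e-05) and without genes at 0 in a group (0.0402), and jasmonic acid (index 1.68, adjusted p = 0.131, exact test) with the authors' tables (0.0299) and without genes at 0 (0.0228). *ACO4* (Aa_G493500), an oxidase of ethylene synthesis, rose from 126 ± 6.90 CPM (n = 3) at 16w to 579 ± 125 CPM (n = 3) at 16w+5dLD (log2 fold change 2.20, SE 0.45, adjusted p = 0.00126, edgeR). Gibberellic acid-responsive genes that changed numbered 8 higher and 8 lower after 12w, and 10 higher and 9 lower after 16w, of 105.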

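With all libraries in the fit, few of the genes on the 8 hormone lists were called after the return to LD from 21w: 2 each of the auxin, cytokinin, ethylene, jasmonic acid and salicylic acid lists and 1 of the abscisic acid list were higher, and none was lower. These rest on 31 higher and 23 lower genes with a homolog, against 924 and 685 after 12w and 1110 and 599 after 16w. No list passed by the one-sided Fisher's exact test, and 1 of the 16 tests had an unadjusted p under 0.05 (salicylic acid, higher, index 6.58, unadjusted p = 0.0369); without genes at 0 in a group, ethylene passed among higher genes (index 4.97, adjusted p = 0.0228). *ARR5* rose by 1.63 on the log2 scale after 21w (SE 0.37, adjusted p = 0.0490, edgeR), a call lost without any 1 of the 3 libraries of 21w (1.57 to 1.72) and without 21w+5dLD replicate 1 (1.26) or 21w+5dLD replicate 2 (1.49). These numbers depend on the library labelled 21w+5dLD replicate 3: without it, a setting chosen after the data were seen, 15 abscisic acid, 13 auxin and 12 ethylene genes were higher and 21, 9 and 12 lower, among 456 higher and 434 lower genes with a homolog, and no list passed.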

The hormone response for adventitious rooting is already primed in cold by 21 weeks.

**Figure 7:**
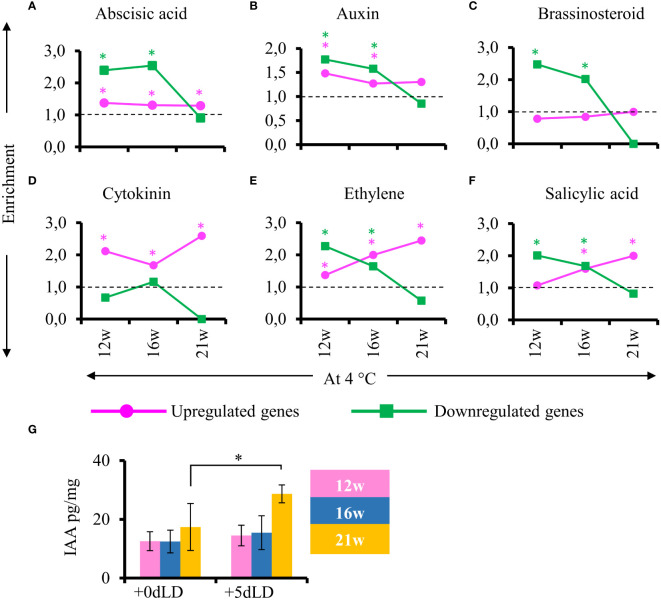
Enrichment of genes responsive to hormones after cold exposure. **(A–F)** Enriched hormone responsive genes in stems 5 days after transfer to LD greenhouse (+5dLD) conditions relative to the end of cold (12, 16, 21 weeks at 4°C). **(A)** Abscisic acid, **(B)** auxin, **(C)** brassinosteroid, **(D)** cytokinin, **(E)** ethylene and **(F)** salicylic acid responsive genes are shown here. The upregulated genes are represented in magenta and downregulated genes in green. The enrichment value and enrichment test were calculated as mentioned in the Materials and Methods. Stars indicates *P* < 0.05. **(G)** Quantification of auxin (IAA pg/mg) in the stems at the end of 12w, 16w and 21w of cold (4°C), and 5 days after transfer to LD conditions (+5dLD). The mean and the standard deviation represent three biological replicates. A one-way analysis of variance (ANOVA) followed by Tukey’s multiple comparison *post hoc* test with Bonferroni correction was used to determine significantly different samples (p < 0.05) as presented in **Supplementary Table 3**. Stars indicate P < 0.05.

## 4 Discussion

Alpine environments are often characterized by short and unpredictable growing seasons, which put additional constraints on the survival of alpine species (Körner, 1995). Thus often, alpine plants use both sexual and asexual means of reproduction to distribute risk and survive under severe environmental conditions (Körner, 2003). Ecological studies on alpine flora have demonstrated that the flowering process in alpine species has been modified so that plants will reproduce rapidly in short growth seasons (Diggle, 1997; Meloche and Diggle, 2001). Specifically, alpine plants induce flowering in response to prolonged cold but also flowering meristems initiate and grow during cold exposure several months in advance to the flowering season (Diggle, 1997; Meloche and Diggle, 2001). The arctic-alpine perennial *A. alpina* follows a similar reproductive strategy, as demonstrated in controlled environment experiments by exposing plants to different lengths of cold treatment but also observed in natural *A. alpina* populations (Wang et al., 2009; Toräng et al., 2015; Lazaro et al., 2018). Here, we explored the role of prolonged cold treatment on adventitious rooting. As shown previously for flowering, cold exposure has a quantitative effect on adventitious rooting and adventitious roots are induced and initiated during cold exposure (**Figure 8**). Long-term cold being a trigger for the induction and initiation of flowering and adventitious root meristem formation suggests that alpine species may use the same environmental cue to initiate both processes simultaneously and ensure balancing of the trade-off between the reproductive strategies (Wang et al., 2009; Lazaro et al., 2018). These results may explain how alpine species are able to switch rapidly between sexual or asexual reproductive strategies. Alpine species, such as *Geum reptans*, *Epilobium* and *Polygonum viviparum* are also able to employ clonal propagation and sexual reproduction simultaneously (reviewed in Körner, 2003). This hypothesis, however, is not in line with possible trade-offs between sexual and asexual reproduction that are usually displayed under limiting resources (Gardner and Mangel, 1999). Evidently, to minimize the trade-offs, most plant species that practice both sexual and asexual reproduction stagger the alternative reproductive strategies (Hossaertmckey et al., 1992; Cheplick, 1995; Gardner and Mangel, 1999; Méndez, 1999; Thompson and Eckert, 2004; Van Drunen and Dorken, 2012).

**Figure 8:**
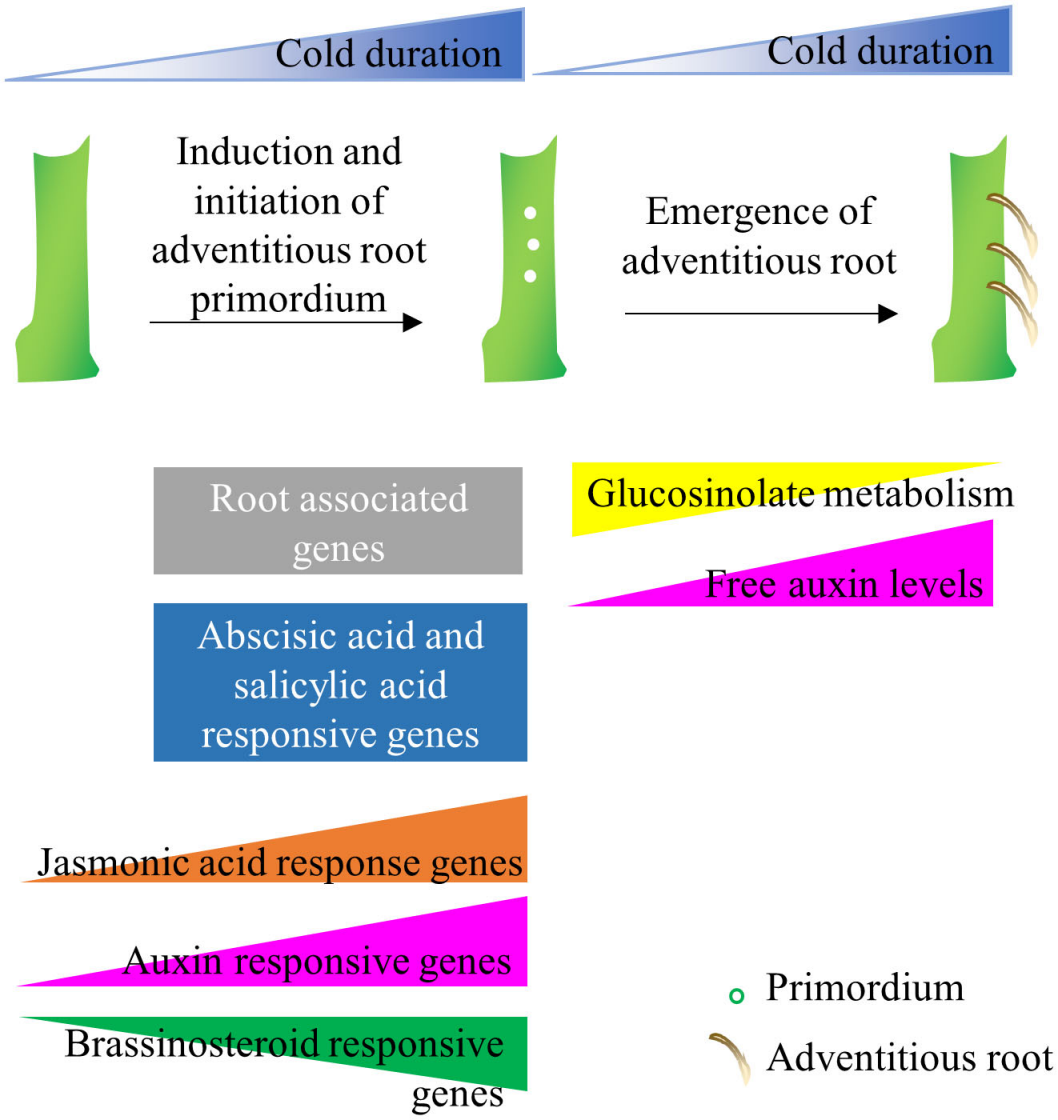
Model of adventitious root formation in response to long-term cold. Adventitious root primordia are induced during cold exposure and emerge after plants experience growth promoting conditions. The initiation of adventitious root primordia on stems correlates with the upregulation of root-associated genes, whereas the emergence of adventitious roots associate with hormone responsive genes, glucosinolate metabolism genes and endogenous IAA levels.

The relationship of flowering and adventitious rooting has been addressed in non-alpine species using rooting experiments on cuttings of flowering time mutants or transgenic lines. Pea cuttings harvested from plants after the transition to flowering fail to produce adventitious roots, demonstrating a negative association between flowering and adventitious rooting (Rasmussen et al., 2015). Here, we observe the co-occurrence of flowering and adventitious rooting in the Pajares accession. In addition, *the A. alpina* accession Wca that does not require cold exposure to flower also produces flowers and adventitious roots simultaneously (Mishra et al., 2020). These results suggest the absence of a trade-off between vegetative and sexual propagation and of the shared regulation of both processes in *A. alpina*. MicroRNA 156 (*miR156*) and its targets, that belong to the SQUAMOSA BINDING PROTEIN LIKE family, are involved in the regulation of flowering through the age pathway and are also implicated in the regulation of other traits, including lateral root and adventitious root formation (Wu and Poethig, 2006; Yu et al., 2015; Zheng et al., 2019). The role of *miR156* on adventitious rooting is evident in plants overexpressing *miR156*, such as in maize the *Congrass 1* mutant, or in tomato and tobacco transgenic lines (Chuck et al., 2007; Zhang et al., 2011; Feng et al., 2016). Plants constitutively expressing *miR156*, flower late and exhibit dense adventitious roots in their stems, demonstrating again a negative association of flowering with adventitious rooting (Chuck et al., 2007; Zhang et al., 2011; Feng et al., 2016). miR156 represses the juvenile to adult phase transition, in which plants become competent to flowering (Wu and Poethig, 2006). Thus, apices of young (non-competent) seedlings have a high accumulation of *miR156*. Similarly, cuttings from juvenile plant parts have a higher rooting ability and higher accumulation of *miR156* compared to adult cuttings (Xu et al., 2017). Overall, *miR156* has an opposite role in these processes, as it represses flowering and promotes adventitious rooting. *miR156* and *AaSPL15* transgenic lines in *A. alpina* have been used to study the role of these age-related factors on flowering but their adventitious rooting phenotype has not been investigated (Bergonzi et al., 2013; Hyun et al., 2019). 

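*SPL3* (Aa_G438780), a squamosa promoter-binding transcription factor of the transition to the adult phase and a target of miR156, was at 1.71 ± 0.275 CPM (n = 3) at 0w, a total of 103 counts. It was at 0.844 ± 0.340 CPM at 4w, 0.228 ± 0.135 CPM at 8w, 0.195 ± 0.237 CPM at 12w and 0.147 ± 0.133 CPM at 16w (n = 3 each), and no count was found in the 3 libraries of 21w. By edgeR it was lower than at 0w at 21w (adjusted p = 0.00193) and at 16w (log2 fold change -3.49, SE 1.31, adjusted p = 0.0459), and the call at 16w was lost when any 1 of the 6 libraries was left out (log2 fold changes -2.92 to -4.18). At 4w, 8w and 12w the adjusted p was 0.585, 0.0920 and 0.0719, while DESeq2 called *SPL3* lower at 8w and 12w. After the return to LD it was at 0.119, 0.0913 and 0.338 CPM at 12w+5dLD, 16w+5dLD and 21w+5dLD. At this level of expression, counting noise limits any statement on the time course.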

In this study, we find the transcript accumulation of *SPL3*, an auxin responsive gene, downregulated during cold exposure as competence to adventitious rooting increases. The spatial pattern of adventitious rooting which we observed (at lower and at higher internodes) cannot be explained by age-related differences between internodes, as higher internodes are chronologically but not physiologically younger than the internodes beneath (Rasmussen et al., 2015). Further studies addressing the role of age in vegetative propagation through adventitious rooting are required.

The duration of cold exposure influences the speed of the emergence of adventitious roots after plants return to glasshouse conditions. A similar effect of cold exposure was observed previously in *A. alpina* in the case of the emergence of flower buds initiated during cold (Lazaro et al., 2018). Abscisic acid and salicylic acid together engage in cold stress tolerance in rice, maize, and wheat (Pál et al., 2011; Zhao et al., 2015; Wang et al., 2018). 

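*PP2CA* (Aa_G285140), a phosphatase that abscisic acid induces as feedback on its own signaling, rose from 65.3 ± 3.62 CPM (n = 3) at 0w to 170 ± 11.1 CPM (n = 3) at 21w (log2 fold change 1.38, SE 0.14, adjusted p = 1.14e-06, edgeR). *RAB18* was higher than at 0w at 4w, 8w, 12w and 21w, and at 16w it was at 30.9 ± 16.5 CPM; in 1 library its count was identical to that of a neighbouring gene. *ICS1* (Aa_G64570), the main enzyme of salicylic acid synthesis, was lower at every duration, from 32.9 ± 4.32 CPM at 0w to 10.1 ± 1.76 CPM at 21w (log2 fold change -1.70, SE 0.27, adjusted p = 0.000101, edgeR). Of 12 genes of abscisic acid metabolism and signaling on a list written before the data were examined, 1, 2, 2, 1 and 2 were higher at the successive durations (1, 2, 3, 1 and 2 when adjusted over the list alone), and none was lower by edgeR. Of 10 genes of salicylate and defense, 1, 1, 1, 0 and 0 were higher and 1, 2, 1, 1 and 1 lower (the same numbers when adjusted over the list alone). Camera placed the abscisic acid list higher at 21w (adjusted p = 0.00164; adjusted p = 0.185 with an estimated correlation) and did not call the salicylate list (adjusted p = 0.871).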

In this study, abscisic acid and salicylic acid signaling were upregulated consistently throughout cold exposure indicative of an activated stress response in the *A. alpina* stem. In our data, the role of auxin and other phytohormones in the distinct phases of adventitious root formation during cold exposure is not noticeably clear. Nevertheless, we detected several candidates related to phytohormone signaling that might participate at the various stages of adventitious rooting. Previous studies in *Arabidopsis* demonstrated that cold affects auxin transport but not signaling (Shibasaki et al., 2009). However, in *A. alpina*, prolonged cold exposure was found to decrease auxin transport capacity in the stem, IAA levels and DR5 auxin response (Vayssières et al., 2020). Conversely, we found several auxin signaling genes (*ARF*, *Aux/IAA* and *SAUR* family) upregulated and enriched during 21-week cold exposure suggestive of selective activation of auxin signaling. 

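Members of the *Aux/IAA* and *SAUR* families of auxin signaling moved in both directions at 21w, whereas no *ARF* gene was called lower. Of 14 tested *ARF* genes, *ARF2* (Aa_G61410), a repressor of auxin response that controls organ size and aging, was higher, at 688 ± 60.0 CPM (n = 3) against 234 ± 25.9 CPM (n = 3) at 0w (log2 fold change 1.55, SE 0.15, adjusted p = 6.76e-07, edgeR), and none was lower. Of 22 *Aux/IAA* genes, 2 were higher and 3 lower, and of 32 *SAUR* genes, 5 were higher and 15 lower. *SAUR36* (Aa_G443460) rose by 1.66 on the log2 scale, whereas *SAUR54* (Aa_G615520) and *SAUR52* (Aa_G64780) had log2 fold changes of -4.47 and -3.31. Adjusted over the list alone, 1 *ARF* gene was higher, 2 *Aux/IAA* genes higher and 4 lower, and 6 *SAUR* genes higher and 17 lower. In camera the *ARF* list was higher (median log2 fold change 0.39, adjusted p = 0.00374; adjusted p = 0.124 with an estimated correlation), the *SAUR* list lower (adjusted p = 0.0122; adjusted p = 0.124 with an estimated correlation) and the *Aux/IAA* list not called (adjusted p = 0.848), its median, -0.02, having the opposite sign to the test. *IAA13* (Aa_G208750) lay at the threshold with a log2 fold change of 1.00, and it was not called under DESeq2 (0.99) or without 0w replicate 1 (0.95), 21w replicate 1 (0.99) or 21w replicate 3 (0.91).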

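Of 19 tested genes of cytokinin signaling and metabolism, on a list written before the data were examined, 4, 2, 3, 4 and 3 were lower than at 0w at 4w, 8w, 12w, 16w and 21w, and 1 was higher at 16w and 2 at 21w. Adjusted over the list alone, 4, 2, 2, 4 and 3 were lower and 0, 0, 0, 1 and 2 higher. *ARR9* (Aa_G238700), a negative regulator of cytokinin response, was at 20.7 ± 8.21 CPM (n = 3) at 0w and 6.35 ± 0.599 CPM (n = 3) at 4w (log2 fold change -1.71, adjusted p = 0.00359, edgeR). At 21w its log2 fold change was -1.43 (SE 0.41, adjusted p = 0.0125, edgeR), a call lost without 0w replicate 2 (-1.20) or 21w replicate 1 (-1.16). *CKX1* (Aa_G188410), which degrades cytokinin, rose at 21w by 3.84 on the log2 scale (SE 1.15, adjusted p = 0.0171, edgeR), and *IPT5* (Aa_G83560), which makes it, by 1.15, a call lost without 0w replicate 3 (1.01) or 21w replicate 3 (0.93). The list as a set was not called by camera at 21w (adjusted p = 0.535).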

Keeping up with the role of cytokinin as a negative regulator of adventitious rooting, we detected cytokinin signaling genes to be downregulated throughout cold exposure (Lakehal and Bellini, 2018; Lakehal et al., 2020). During the emergence phase of adventitious roots, we detected an upregulation of genes involved in ethylene biosynthesis and signaling. 

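Of 24 genes of ethylene synthesis and signaling, on a list written before the data were examined, 4 were higher and 2 lower after the return to LD from 12w, and 8 higher and 1 lower after 16w (the same numbers when adjusted over the list alone). The list shares genes with those that the paper named on these samples. After 21w edgeR called none in either direction, and against 12w+5dLD 3 were higher at 21w+5dLD; without the library labelled 21w+5dLD replicate 3, 1 was higher and 1 lower after 21w, and again 3 higher than at 12w+5dLD. *ERF1A* (Aa_G607260), an early ethylene response factor, rose after 16w by 2.35 on the log2 scale (SE 0.46, adjusted p = 0.000914, edgeR), and *ACO4* was at 796 ± 120 CPM (n = 3) at 12w+5dLD against 136 ± 36.7 CPM (n = 3) at 12w. *ACS6* and *ERF6* also rose after 16w (log2 fold changes 1.92 and 2.95), but without 16w+5dLD replicate 2 these were 0.58 and 1.17 and not called, and *ERF6* was not called either without 16w replicate 1 (2.97) or 16w replicate 3 (2.86). The list as a set was not called by camera after 16w (adjusted p = 0.0905).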

Ethylene signaling is required for the death of selective epidermal cells located above the adventitious root primordia, suggesting that the role of ethylene on adventitious root emergence is conserved in *A. alpina* (Mergemann and Sauter, 2000; Steffens and Sauter, 2009a, 2009b).

While glucosinolates were not typically associated with adventitious root formation, we also found an association between the downregulation of glucosinolate metabolism and the increase in competence to form adventitious root in long-term cold. Glucosinolates are sulfur-containing secondary metabolites found in plants of the order Brassicales (Blažević et al., 2020). Specifically, the glucosinolates with indole as their side chain are linked to auxin homeostasis. Interruption of glucosinolate biosynthesis causes phenotypes that resemble high auxin levels (Boerjan et al., 1995; Mikkelsen et al., 2004). In this transcriptomic study, we found the expression of a cytochrome P450 *CYP83A1* was downregulated after 21 weeks of vernalization. 

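*CYP83A1*, a cytochrome P450 that converts aldoximes in the glucosinolate pathway, was at 892 ± 386 CPM (n = 3) at 0w, 88.4 ± 41.7 CPM at 4w, 196 ± 89.6 CPM at 8w, 230 ± 76.5 CPM at 12w, 309 ± 223 CPM at 16w and 54.9 ± 19.7 CPM at 21w (n = 3 each). Against 0w it was lower at 21w (log2 fold change -4.02, SE 0.70, adjusted p = 0.000267, edgeR) and at 4w (-3.34), and these calls held without any single library of the groups. The calls at 8w and 12w (-2.19 and -1.96) were lost without 0w replicate 1 (-1.81 and -1.59) and without certain libraries of those durations, 8w replicate 1 (-1.97), 8w replicate 2 (-2.05), 12w replicate 1 (-1.72) or 12w replicate 2 (-2.05), and at 16w the gene was called by DESeq2 (-1.55) but by edgeR only without 16w replicate 1 (-2.29). Between durations, 21w had a log2 fold change of -2.49 against 16w (adjusted p = 0.0341, edgeR), a call lost without 16w replicate 1 (-1.73), 16w replicate 2 (-2.66), 21w replicate 1 (-2.29), 21w replicate 2 (-2.81) or 21w replicate 3 (-2.42). In 4 libraries, 0w replicate 1 and 16w replicate 1 among them, its count was identical to that of the next gene.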

A homolog of *CYP83A1*, *CYP83B1* also plays role in indole glucosinolate biosynthesis and adventitious root formation (Delarue et al., 1998; Barlier et al., 2000; Bak and Feyereisen, 2001; Bak et al., 2001; Pacurar et al., 2014). Likewise, the UDP-glucose:thiohydroximate S-glucosyltransferase, *UGT74B1*, whose abundance decreases as adventitious rooting increased, also regulates balance between glucosinolate and auxin biosynthesis (Grubb et al., 2004). Similarly, *CYP79F1*, another gene involved in glucosinolate metabolism, was also downregulated in 21-week cold-treated main stem (Falasca et al., 2010). Moreover, the inhibitory role of long-term cold exposure on indole glucosinolates content was revealed in vernalized radish plants (Nugroho et al., 2021). 

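*UGT74B1*, the glucosyltransferase of the core glucosinolate pathway, was at 708 ± 86.7 CPM (n = 3) at 0w and lower at all 5 durations, with 114 ± 42.7 CPM at 4w, 184 ± 58.6 CPM at 8w, 232 ± 73.9 CPM at 12w, 173 ± 84.7 CPM at 16w and 96.1 ± 32.7 CPM at 21w (n = 3 each). Its log2 fold change at 21w was -2.88 (SE 0.56, adjusted p = 0.000645, edgeR). At 12w it was -1.61, a call lost without 0w replicate 2 (-1.53) or 12w replicate 1 (-1.38). It did not differ between 21w and the shorter durations by edgeR, with log2 fold changes of -0.25 against 4w, -0.94 against 8w, -1.27 against 12w and -0.85 against 16w. In 5 libraries, of which 2 are of 0w, its count was identical to that of the next gene.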

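*CYP79F1* was at 351 ± 81.6 CPM (n = 3) at 0w, 42.9 ± 17.2 CPM at 4w, 86.4 ± 30.4 CPM at 8w, 120 ± 46.7 CPM at 12w, 108 ± 41.5 CPM at 16w and 32 ± 3.4 CPM at 21w (n = 3 each). It was lower than at 0w at every duration, by -3.45 on the log2 scale at 21w (SE 0.52, adjusted p = 6.73e-05, edgeR), although the call at 12w (-1.55) was lost without 0w replicate 2 (-1.41) or 12w replicate 1 (-1.27) and that at 16w (-1.70) without 16w replicate 3 (-1.41). Among the 26 glucosinolate genes, 19, 16, 15, 16 and 19 were lower than at 0w at 4w, 8w, 12w, 16w and 21w (20, 16, 15, 17 and 21 when adjusted over the list alone), and *CYP79B2*, of the indole branch, was higher at 21w (log2 fold change 2.69, SE 0.55). In camera the list was lower at 21w (adjusted p = 3.50e-09; adjusted p = 0.197 with an estimated correlation). Between durations, 8 of the 26 were lower at 21w than at 12w, and 6 lower and 1 higher than at 16w (10, 9 and 1 when adjusted over the list alone). *CYP79F1* itself had log2 fold changes of -1.90 and -1.76 against 12w and 16w (adjusted p = 0.0215 and 0.0425, edgeR), and these calls were lost without any 1 of the 3 libraries of 21w (-1.82 to -1.97 and -1.68 to -1.83), without 12w replicate 3 (-1.66), and without 16w replicate 1 (-1.65) or 16w replicate 2 (-1.52).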

Our study suggests that the inhibition by long-term cold of specific glucosinolate-derived compounds in the rooting environment may influence hormone signaling pathways, especially auxin, potentially affecting the growth of adventitious roots (**Figure 8**). However, further studies would be required to identify whether glucosinolates directly regulate adventitious rooting during cold exposure or their impact is indirect through auxin metabolism. In conclusion, our work on *A. alpina* can give insights into the regulators of adventitious rooting and optimize horticultural practices which rely on cold storage to promote adventitious root formation in stem cuttings.

## Data availability statement

The data presented in the study are deposited in the GEO repository, accession number GSE176054.

## Author contributions

PM: Conceptualization, Data curation, Formal analysis, Investigation, Writing – original draft. AR: Investigation, Writing – review & editing. KL: Investigation, Writing – review & editing. MA: Conceptualization, Data curation, Funding acquisition, Investigation, Project administration, Supervision, Writing – original draft. AV: Conceptualization, Data curation, Investigation, Supervision, Writing – review & editing.

## Supplementary material

Supplementary Figure 1 Physiological analysis of *A. alpina* without cold exposure and in response to different durations of cold. Percentage of flowering plants **(A)** and total leaf number at flowering **(B)** in plants without cold exposure (0w) and exposed to different durations (4w, 8w, 12w, 16w and 21w) at 4°C followed by 4 weeks in long days (+4wLD). A one-way analysis of variance (ANOVA) followed by Tukey’s multiple comparison *post hoc*-test with Bonferroni correction showed no statistically significant value. **(C)** Diagrammatic representation of the experimental design of the physiological analysis in *A. alpina* without cold exposure. Plants were grown for eight weeks in a LD greenhouse and subsequently maintained in LD for 5 additional weeks. (**D)** Analysis of the position of adventitious root formation along the main stem in a set of *A. alpina* plants grown 13 weeks in a LD greenhouse corresponding to eight weeks plants scored for additional 5 weeks. Each column represents a single plant. The percentage of adventitious root in each internode along the main stem is indicated in orange on the right side of the graph. Internodes are numbered from the bottom to the top of the plant. Percentage of Pajares plants with adventitious roots on the main stem **(E)** and the axillary branches **(F)** 5 weeks in long days (+5wLD).

Supplementary Figure 2 Overview of the transcriptomic composition during cold exposure. Venn diagram depicting the number of genes regulated during **(A)** extended cold (4°C) relative to before cold exposure and **(B)** 5 days after transfer to LD greenhouse conditions relative to end of cold treatment (12, 16 or 21 weeks at 4°C). The number of genes upregulated (magenta) and downregulated (green) are represented for each set, and genes that are similarly regulated between the increasing duration of cold are shown at the intersection (**Supplementary Dataset 2**). **(C)** The tree shows the distribution of stem transcriptome collected at different time-points. The cluster is divided into two sub-clusters representing the samples collected during cold (4°C) (highlighted in blue) and samples collected 5 days after transfer to LD greenhouse (highlighted in yellow).

Supplementary Figure 3 Relative transcript accumulation of the *GUS* transcript with respect to the housekeeping gene *AaPP2A* in the cold-dependent rooting zone of *pDR5::GUS* Pajares plants before cold exposure and during cold exposure (4°C) for 4w, 8w, 12w, 16w and 21w.

Supplementary Figure 4 Co-expression clustering of the differentially expressed genes during extended cold exposure. The average normalized expression pattern of genes in each cluster is plotted. The expression levels are normalized with Cluster 3.0. The number of each cluster follows the tables in **Supplementary Dataset 4**.

Supplementary Figure 5 Quantification of auxin (IAA pg/mg) in the stems before cold treatment (0w), and at the end of 4, 8, 12, 16 and 21 weeks at 4°C. The mean and the standard deviation represent three biological replicates. A one-way analysis of variance (ANOVA) followed by Tukey’s multiple comparison *post hoc*-test with Bonferroni correction was used to determine significantly different samples (p < 0.05) as presented in **Supplementary Table 3**.

# Supplementary material for: Adventitious rooting in response to long-term cold: a possible mechanism of clonal growth in alpine perennials
**Source:** Front Plant Sci. 2024 Apr 17;15:1352830. doi: 10.3389/fpls.2024.1352830
**Supplement:** Supplementary Figure 1 — Physiological analysis of A. alpina without cold exposure and in response to different durations of cold. Percentage of flowering plants (A) and total leaf number at flowering (B) in plants without cold exposure (0w) and exposed to different durations (4w, 8w, 12w, 16w and 21w) at 4°C followed by 4 weeks in long days (+4wLD). A one-way analysis of variance (ANOVA) followed by Tukey’s multiple comparison post hoc-test with Bonferroni correction showed no statistically significant value. (C) Diagrammatic representation of the experimental design of the physiological analysis in A. alpina without cold exposure. Plants were grown for eight weeks in a LD greenhouse and subsequently maintained in LD for 5 additional weeks. (D) Analysis of the position of adventitious root formation along the main stem in a set of A. alpina plants grown 13 weeks in a LD greenhouse corresponding to eight weeks plants scored for additional 5 weeks. Each column represents a single plant. The percentage of adventitious root in each internode along the main stem is indicated in orange on the right side of the graph. Internodes are numbered from the bottom to the top of the plant. Percentage of Pajares plants with adventitious roots on the main stem (E) and the axillary branches (F) 5 weeks in long days (+5wLD).

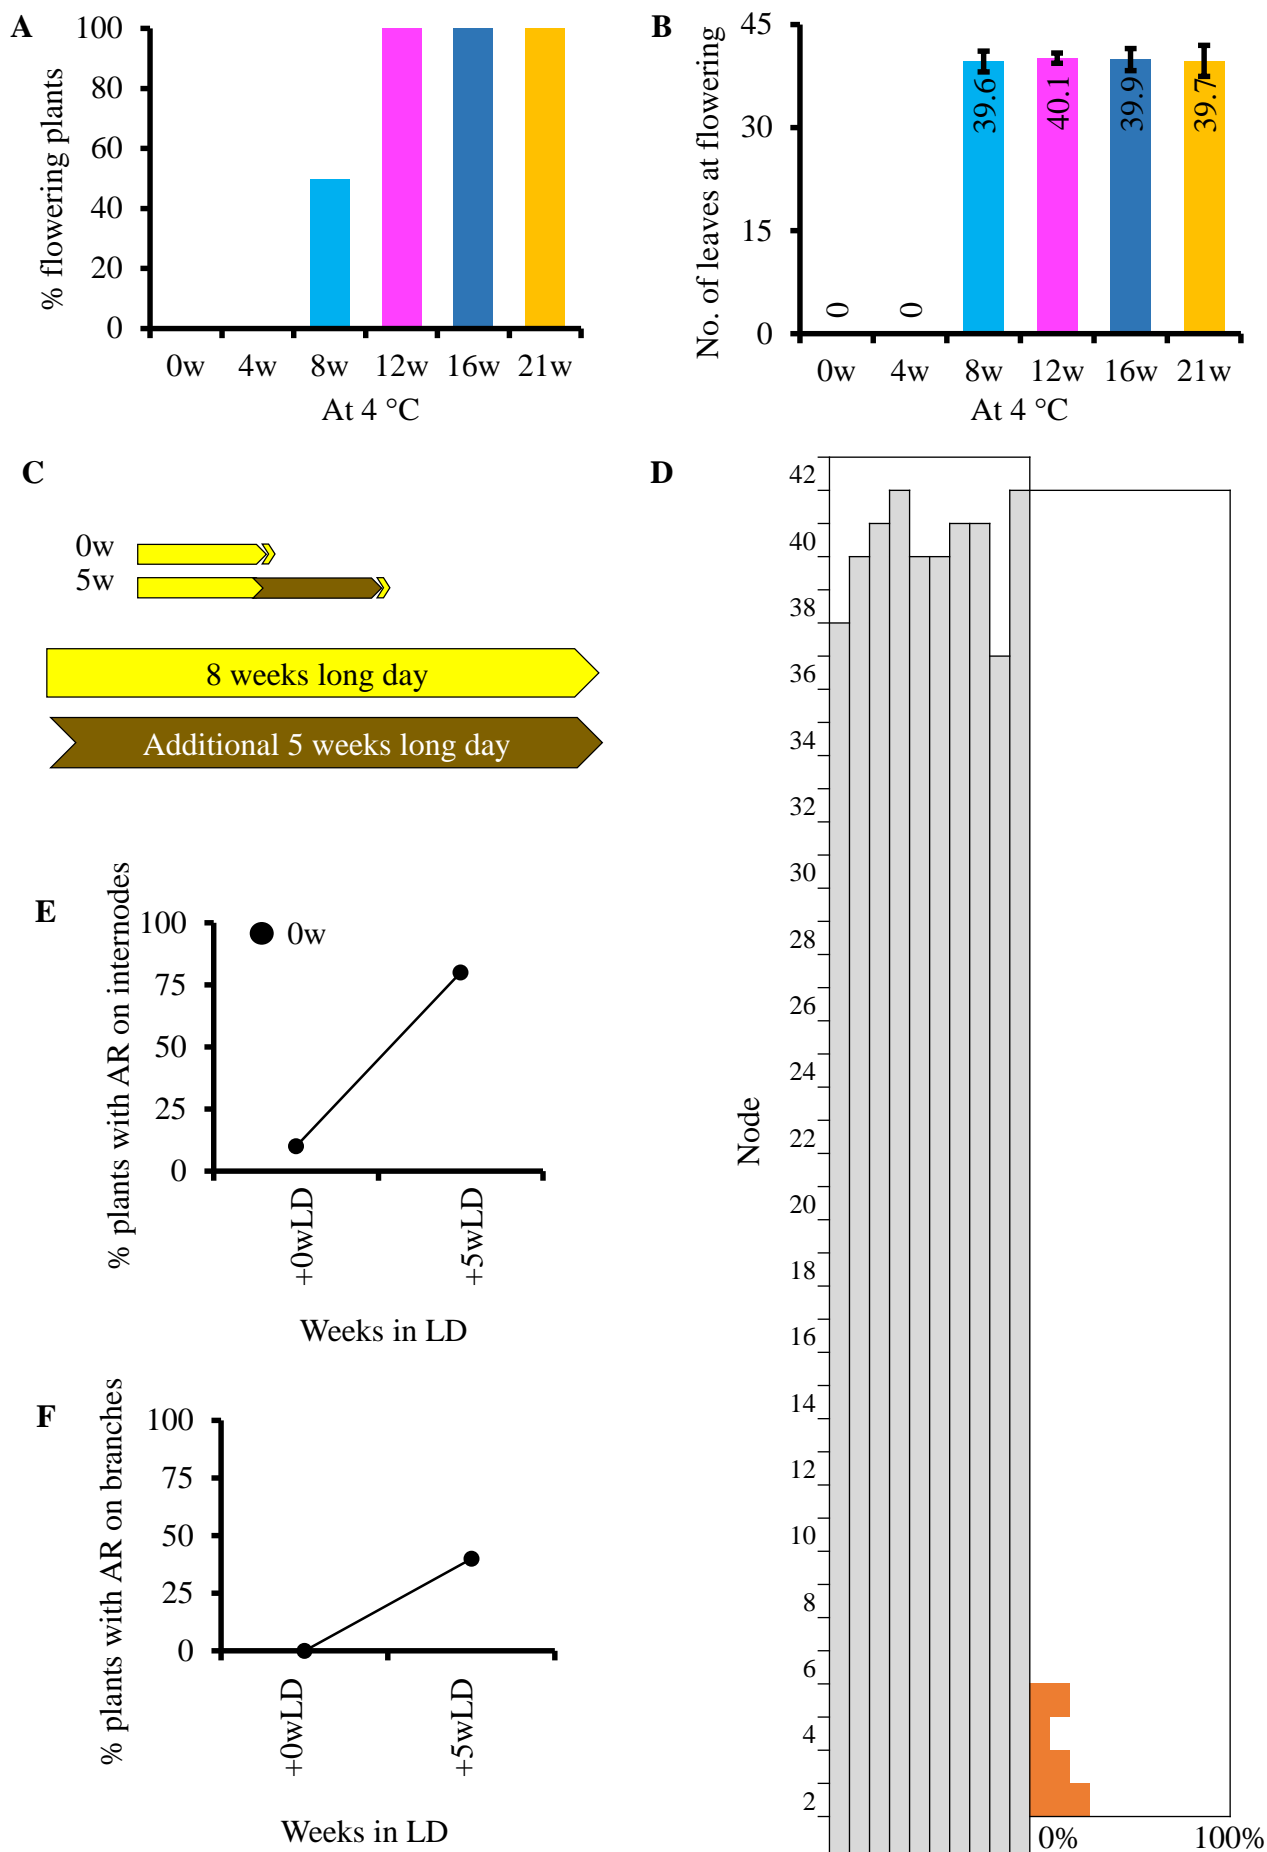

Supplementary Figure 1.

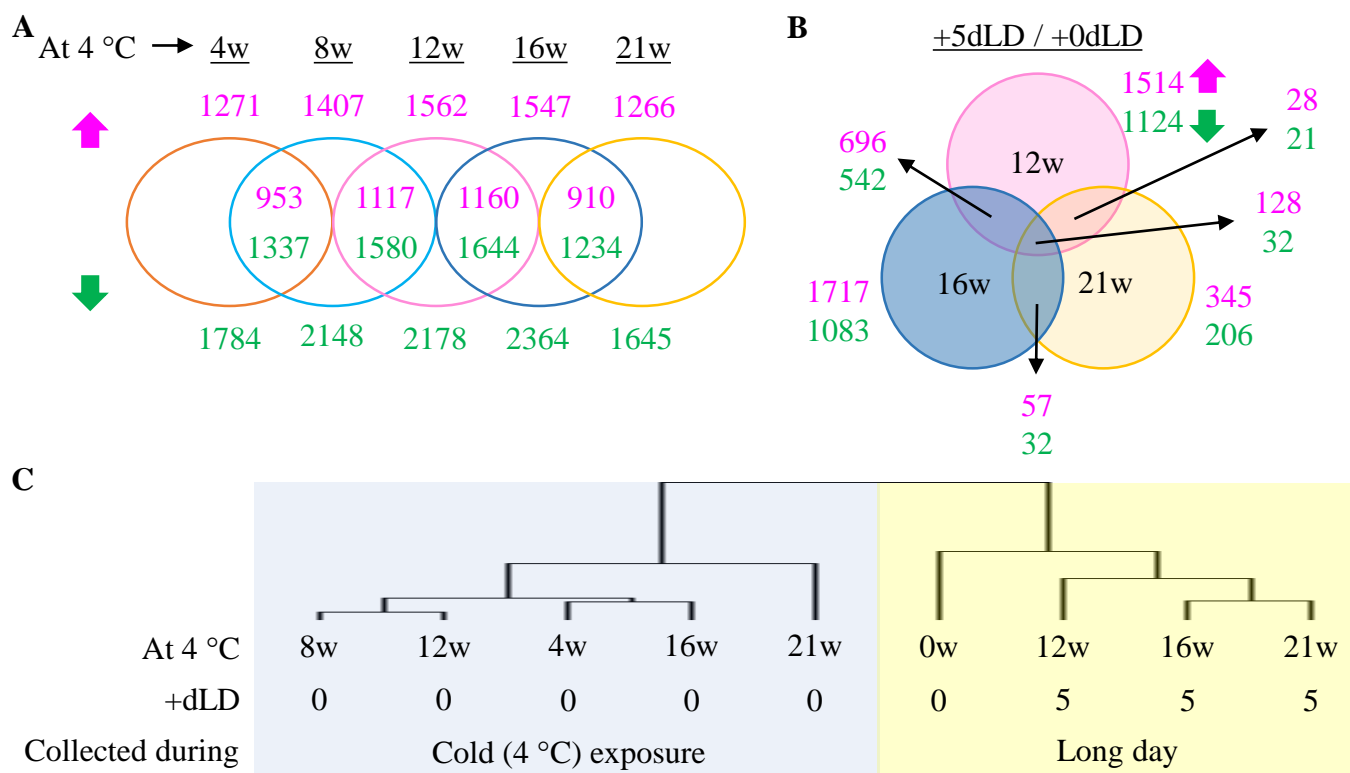

Supplementary Figure 2.

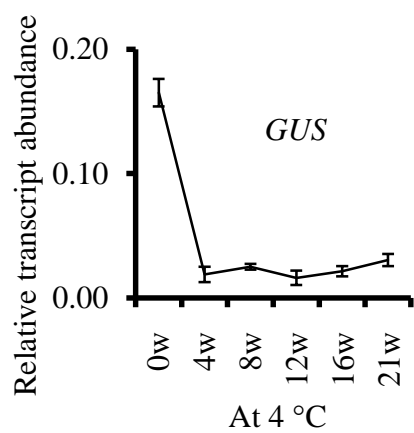

Supplementary Figure 3.

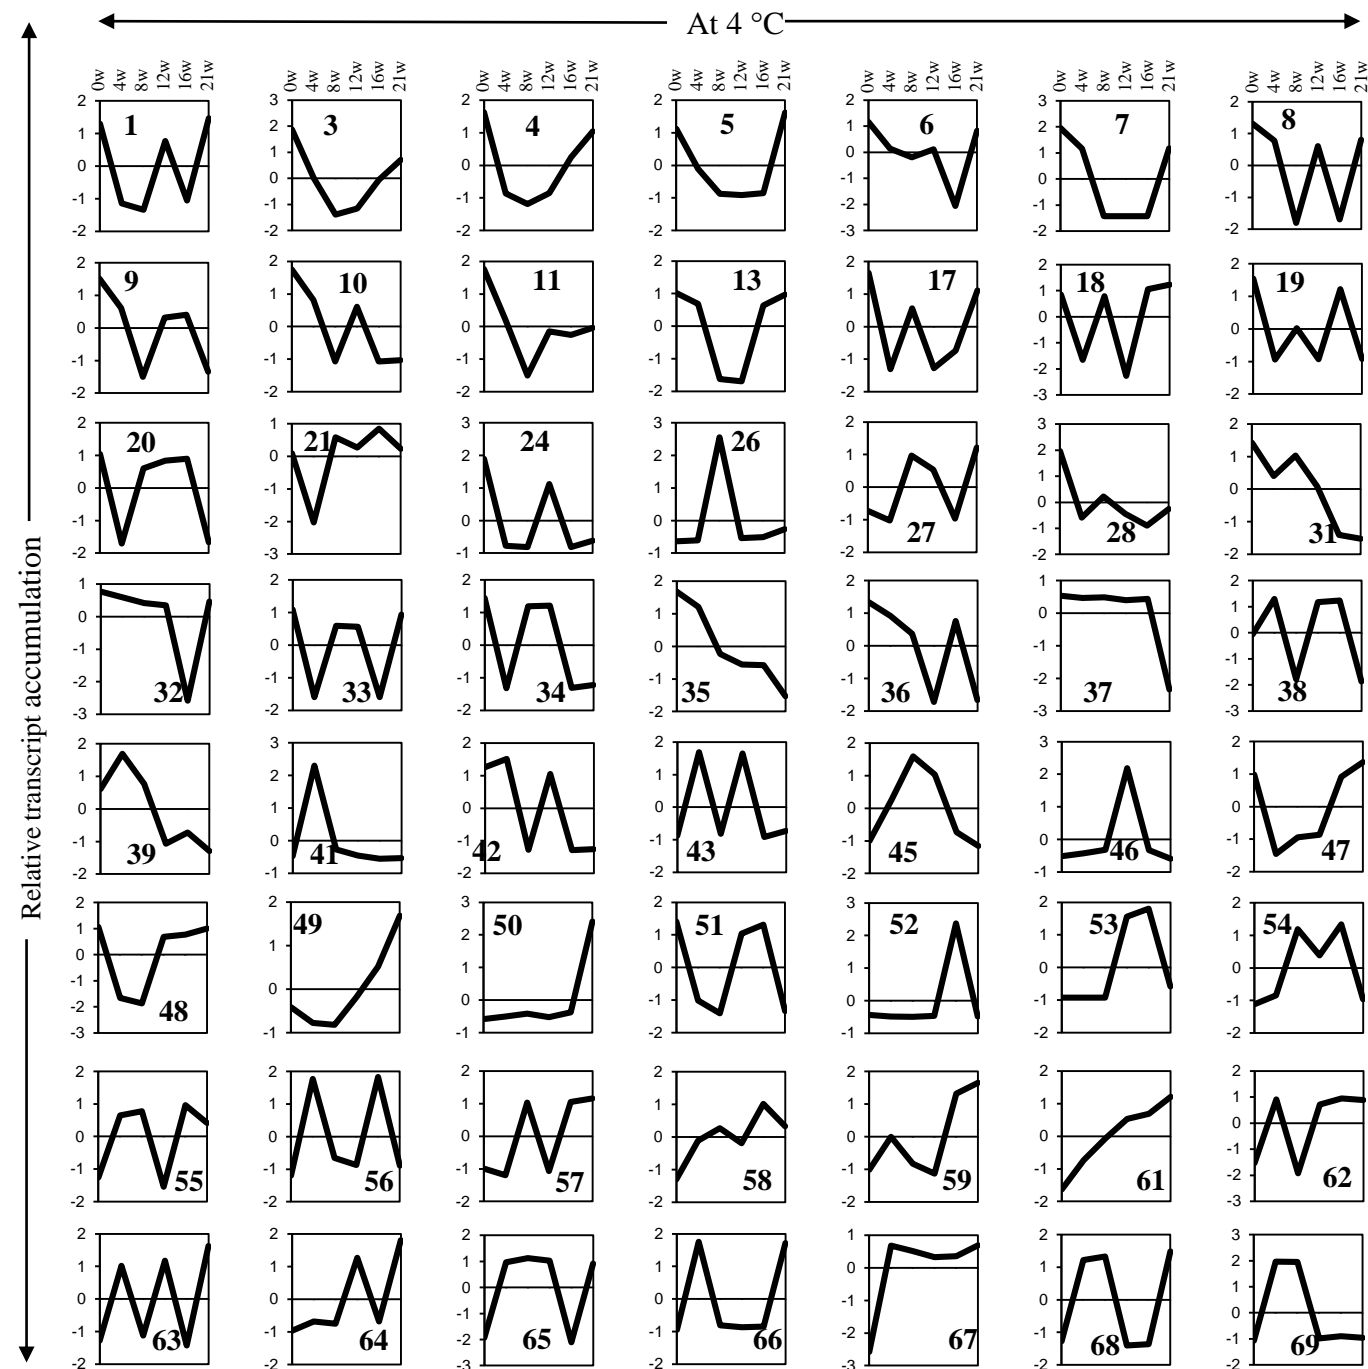

Supplementary Figure 4.

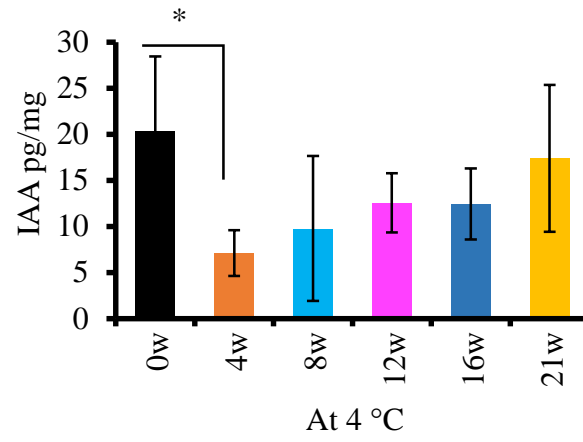

Supplementary Figure 5.

How the deposited data were processed for this re-analysis (not part of the article)

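RNA from stem internodes of *A. alpina* was measured in 27 libraries of 9 groups, 3 per group, each from the stems of 10 plants: before cold (0w), at the end of 4, 8, 12, 16 and 21 weeks at 4°C, and 5 days after the return to LD from 12, 16 and 21 weeks. The gene counts were made by the authors, who aligned 150-bp single-end reads with HISAT2, assembled and quantified transcripts with StringTie and derived counts from coverage with its conversion script; the versions are not given in the sources used here. The log2 fold changes in the 18 deposited comparison tables were computed by the authors with DESeq2, and so were the adjusted p-values in the same tables. These tables list the called genes only, and they were used for the share of genes with a homolog, as an alternative in the hormone tests and for comparison with the calls made here. They hold between 190 and 373 genes with an absolute log2 fold change above 20, and 3 adjusted p-values at 12w could not be read.

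From the counts, CPM and fold changes were computed in R 4.3.3 with edgeR 4.0.16 (TMM scaling, filterByExpr, a quasi-likelihood fit of the group means with 18 residual degrees of freedom). Of 21641 genes, 338 had no counts in any library, and 19337 were tested, 14986 of them with an *A. thaliana* homolog. Adjusted p-values are Benjamini-Hochberg over all tested genes of a comparison, and a gene was called at an adjusted p under 0.05 and a change of at least 2-fold. The common dispersion was 0.417, the median dispersion 0.0701 and the prior degrees of freedom 1.5, so that the spread between libraries of a group differs widely from gene to gene. Counts were also simulated for all 27 libraries, with 100 genes changed by 1.5 and 100 by 3 on the log2 scale at 16w. Against 0w, edgeR found 56% and 74% of these with 5 unchanged genes called, and DESeq2 68% and 84% with 153. The changed genes were few and drawn only from genes with higher mean counts. These rates therefore do not cover genes with low counts or data with many changes.

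Lists of genes were tested with camera in limma 3.58.1 at a preset correlation of 0.01, with an estimated correlation and with fry as alternatives. Of 30 lists, 22 were written before the data were examined and 8 hold genes that the paper names. Some of the 22, such as the glucosinolate, suberin and ethylene lists, also hold genes that the paper names, so they are not independent of its choice on these samples. Symbols are those of the *A. thaliana* homolog, and genes the paper names by a symbol whose locus was ambiguous, such as *BLUEJAY*, *KINESIN5*, *ATCDC48B* and *SMC2*, were left out. The genes named in the text are those of the paper, and for each other list up to 3 called members per direction with the largest fold change, if all libraries of one group lay above those of the other and the higher mean was at least 5 CPM; a few further genes are given for their levels. Values in the text, figures and tables of the paper had been seen when this rule was written. Hormone lists were tested with the index of the paper and a one-sided Fisher's exact test, adjusted over 80 tests during cold and 48 after cold. Group means were clustered on the 1000 most variable genes with a pseudocount of 1 CPM.

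The alternatives were DESeq2 1.42.0, its size factors or upper-quartile scaling in edgeR, no or a stricter filter on low counts, the adjusted p alone, a fit of only the groups compared, the replicate number as an added factor, leaving out genes at 0 in a group, and leaving out each library in turn. Leaving out genes with shared counts, and leaving out the library labelled 21w+5dLD replicate 3 for lists, hormone tests and clustering, were added after the data were seen. No library was removed from the main values. GO enrichment was not repeated, since no GO annotation of *A. alpina* genes was used here, and the rooting phenotypes, reporter lines and measurements of free IAA were not analysed here.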

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

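The tests on the library labelled 21w+5dLD replicate 3, on genes at 0 and identical counts, and on other splits of the libraries were chosen after the results were seen, whereas camera with an estimated correlation and fits of only the groups compared were planned before.

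In edgeR's interaction contrasts for the response to the return to LD, 332 genes were called after 21w against 12w and 199 after 21w against 16w. Other splits of the libraries were made in fits of only the groups compared, where the real counts were 22 and 20. Of 30 splits, the real one and a random sample of the others, 3 gave at least 22, so chance is not excluded for the first. For the second, 1 of 30 did, the real one. The counts of 332 and 199 were not themselves set against splits. The library labelled 21w+5dLD replicate 3 lies with the cold libraries. A wrong label, or a sample that was not returned to LD, would place it at 0 on a scale from the 21w mean (0) to the other 2 libraries of its group (1), and its median position was -0.03 over the 357 usable genes of the 640 that rose after 12w and 16w. A mixture of RNA from both kinds of stem would place it in between, but over the usable genes that fell it was at -0.04, and a swap of labels with a 21w library is not likely either, since 0 libraries labelled 21w cluster with the LD libraries. A slow response of these plants remains possible, the count without this library being 1143 genes, and the 9 cold-regulated genes that fell after 12w and 16w were all nearer to the 21w level in it.

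Genes at 0 and neighbouring genes with identical counts affect single genes. Genes silent in a group of plants would be at 0 in all 3 of its libraries, but 84% of the cases among genes with over 10 CPM were at 0 in 1 or 2 libraries, and counts drawn with the gene's own dispersion gave 388 such cases where 3142 were seen. Reads of a gene at 0 that were counted for the next gene would raise that gene, but 4.68% of next genes were over 2-fold higher, against 4.47% of random genes. Neighbouring genes that were joined in the authors' assembly and counted together are a candidate explanation of the identical counts, which were 60.4 times as frequent between next genes as between genes 50 apart.

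In lists that the paper does not report, genes were called at 16w against 0w: 8 of 16 circadian clock genes and 5 of 18 cold-regulated genes were higher, and 20 of 25 secondary wall and xylem genes were lower. By camera with an estimated correlation none of these lists passed (adjusted p of 0.136, 0.513 and 0.238).

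For each count of calls, the same libraries were also split in other ways, in fits of only the groups compared: in every way for 3 libraries against 3, and in a random sample of the possible ways for the interactions and for 21w against the pooled cold durations. With 10 splits a share under 0.05 cannot be reached; the real grouping gave the most calls (1 split as large, itself) with 2742 genes at 4w, 3128 at 8w, 3260 at 12w, 3370 at 16w and 2573 at 21w against 0w, where the highest other split gave 1, 2, 2, 5 and 3. After the return to LD it gave 1961, 2121 and 22 after 12w, 16w and 21w (highest other 6, 3 and 5), and 21w gave 765, 695, 248 and 78 against 4w, 8w, 12w and 16w (highest other 9, 9, 8 and 11). At 21w+5dLD it gave 54 against 12w+5dLD (highest other 8) and 5 against 16w+5dLD, where 3 splits were as large and the highest other gave 8. Of the 30 splits made for the interaction with 12w, 3 gave as many genes as the real 22 (highest other 26), so that chance may account for this count, while for that with 16w 1 of 30 did (20 genes, highest other 13), and for 21w against the other cold durations, pooled as one group, 1 of 40 (599 genes, highest other 11).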

How the results depend on the processing

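The direction of the named genes and the counts against 0w depended little on the processing, whereas the response after 21w of cold depended on it much. All alternatives except 4 were planned before the files were examined; leaving out genes with shared counts, and leaving out the library labelled 21w+5dLD replicate 3 in the hormone, list and clustering results, were chosen after seeing the data. At 4w, 8w, 12w, 16w and 21w against 0w, and after 12w and 16w, every alternative but the adjusted p alone gave a count within 1.5 times (1975 to 2969 genes at 21w, against 2375). The size factors of DESeq2 and leaving out genes with shared counts moved no count further than that, and of the calls of named genes the size factors kept 701 of 707, DESeq2 689 of 703 with 112 gained, no filter 683 of 707 and a fit of only the groups compared 567 of 685. Summed counts per library were between 16089542 and 22523390, so that depth differed little between groups, and the limit for single genes is the spread within groups of 3 and counts at or near 0. The cause of the changes listed here was not tested, except that fewer libraries leave fewer residual degrees of freedom in a fit of only the groups compared and when a library is left out.

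By the adjusted p alone, without the 2-fold threshold, more genes pass by construction: 5738 at 4w (2511 with it), 6433 at 8w (2972), 6687 at 12w (3180), 6980 at 16w (3345) and 5410 at 21w (2375) against 0w; 5102 after 12w (2059), 5282 after 16w (2202) and 165 after 21w (76); 586 and 344 for the response after 21w against that after 12w (332) and 16w (199); 2080, 1915, 1495 and 1019 for 21w against 4w (875), 8w (808), 12w (562) and 16w (305), and 2803 against their mean (915); 1271 and 316 for 21w+5dLD against 12w+5dLD (476) and 16w+5dLD (143). The genes shared by successive durations were then 4698 for 4w and 8w (1941), 5298 for 8w and 12w (2349), 5513 for 12w and 16w (2464) and 4298 for 16w and 21w (1809), and Groups I to IV held 1584, 1386, 912 and 1582 genes (644, 431, 401 and 725).

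With DESeq2, 641 genes were called after 21w; 1057 and 947 for the response after 21w against that after 12w and 16w; 1467, 1482, 1116 and 899 for 21w against 4w, 8w, 12w and 16w; 1028 and 591 for 21w+5dLD against 12w+5dLD and 16w+5dLD; and Groups III and IV held 858 and 1263 genes. A fit of only the groups compared gave 22 after 21w, 22 and 20 for those responses, 248 and 78 for 21w against 12w and 16w, 54 and 5 for 21w+5dLD, and 225 genes in Group III. After 21w, no filter gave 36, the stricter filter 123 and leaving out genes at 0 in a group 119, and upper-quartile scaling 68 higher and 36 lower genes in place of 42 and 34.

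Leaving out each library in turn gave 11 to 1143 genes after 21w, 139 to 522 and 31 to 484 for the response after 21w against that after 12w and 16w, 303 to 629 and 111 to 298 for 21w against 12w and 16w, 522 to 976 against the mean, and 56 to 269 for 21w+5dLD against 16w+5dLD. Of the calls of named genes, 781 of 4434 were lost in this way and 86 gained. The only reversal was that of *AHP4* at 21w+5dLD against 12w+5dLD, a log2 fold change of 0.77 that was not called and ranged from -8.68 (called, without 21w+5dLD replicate 3) to 1.37. Without that library 0 LD libraries lay among the cold ones. With all tested genes in place of the 1000 most variable, 0w separated from all other groups.

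The replicate block, with the replicate number as an added factor, gave 13 genes after 21w in place of 76 and moved no other count by over 1.5 times; it kept 662 of the 707 calls of named genes and added 7. Over 108 pairs with the same number the deviations from the group means had a mean correlation of 0.0053 (-0.0567 to 0.0751). Over pairs with different numbers the mean was -0.0026. Of 27 libraries, 16 correlated best with their own number, more than an even spread over the replicate numbers would give. This excess was not tested, so a weak effect shared by libraries with the same number remains open.

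A range of at least 2 gave 3253 genes with a strong change across durations, a pseudocount of 5 CPM 410 and leaving out genes at 0 in a group 708, against 1400. Of the hormone tests, 24 passed during cold and 5 after cold: 15 and 3 by the adjusted p alone, 42 and 24 with all *A. thaliana* genes as background, which raises the index of every list by construction, and 8 after cold without genes at 0 in a group. Of 30 lists, camera with an estimated correlation passed 3 at 4w, 8w, 12w and 16w, 2 at 21w and 0 after each return to LD (13, 16, 15, 15 and 16, and 14, 9 and 7 with the preset one), and fry passed 22 at 4w, 20 after 16w and 0 after 21w. Those that passed with an estimated correlation were the paper's root-associated and Group I lists, and its Group III list except at 21w. The paper chose them on these samples, and no list written before the data were examined passed against 0w.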

Differences from the paper's values

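After the return to LD from 21w, the paper's table gives 345 genes higher and 206 lower, and edgeR gave 42 and 34. DESeq2 closes this gap with 409 and 232, while the size factors of DESeq2, upper-quartile scaling, no filter, the stricter filter, the adjusted p alone, a fit of only the groups compared, the replicate number as an added factor and leaving out genes at 0 in a group do not.

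The paper states that 3540 genes changed strongly across durations, and 1400 did here at the range of 3 of the paper's figure legend; its text gives a 4-fold limit, a range of 2. A range of at least 2 gave 3253 of 21641 genes, near the paper's number, whereas pseudocounts of 0.5 and 5 CPM and leaving out genes at 0 in a group did not come near it. The paper chose from a larger total of genes and required a limit on fold change as well. The near match in number therefore does not show that the limit on the range explains the difference.

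The paper states about 12.5 M reads per library, and the summed counts of the libraries had a median of 19.2 M. No alternative was planned for this value. Among low counts, 2, 6, 8 and 10 were more frequent than the odd value below each (5933 values of 2 against 4715 of 1), while 4 was not (2912 against 3247 of 3). The paper does not state the read length set for the conversion, so counts cannot be turned into reads here, also for genes with few counts.

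The hormone indices at 21w in Fig. 6, read by eye, exceed those computed here. Among higher genes the paper's are about 3.6 for abscisic acid, about 1 for brassinosteroid, about 0.9 for cytokinin, about 3 for ethylene, about 4.3 for jasmonic acid and about 3.1 for salicylic acid in Fig. 6, and here they were 2.38, 0.501, 0.533, 1.76, 2.19 and 2.04. Among lower genes the paper's are about 1.2 for abscisic acid, about 3.3 for brassinosteroid, about 3.3 for cytokinin, about 1.5 for jasmonic acid and about 1.5 for salicylic acid in Fig. 6, and here they were 0.717, 1.66, 1.98, 0.763 and 0.903. All *A. thaliana* genes as background bring each of these values within 1.5 times the paper's, but under it all tested genes together already have an index of 1.46 to 1.73 for each hormone list, so that every index rises by this factor whatever changed and passing it is not evidence of enrichment. The adjusted p alone does so for brassinosteroid and cytokinin among higher genes (0.993 and 0.615), and the calls of the authors' tables for salicylic acid in both directions (2.14 and 1.02). For abscisic acid and salicylic acid among higher genes, leaving out genes at 0 in a group (2.51 and 2.25) and the replicate number as an added factor (2.43 and 2.09) lie within 1.5 times, and most of the gap remains. The other alternatives do not reach this limit.

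Of the named genes that the paper describes as transiently silenced early in cold, 16 were examined (*KINESIN5*, whose locus was ambiguous, was not); 10 of them were called lower at 4w, and 5 had the pattern of lower early and higher again at 21w. It reports higher expression of cell division genes at 21w+5dLD, where none of the 14 examined was called by edgeR or DESeq2 (*ATCDC48B* and *SMC2*, which it names, were left out as ambiguous), although the list was higher than at 12w+5dLD in camera (adjusted p = 0.00553; adjusted p = 0.115 with an estimated correlation). It reports lower expression of glucosinolate genes than at 16w+5dLD, where 1 of 11 was called by edgeR, while DESeq2 called 6, 8 were lower when adjusted over the list alone, and the median log2 fold change was -1.56. It reports auxin-responsive genes as enriched among higher genes from 8w on, where no duration passed here. The smallest adjusted p was 0.0513, at 21w, where the unadjusted p was 0.018 (Fisher's exact test). With all *A. thaliana* genes as background, which raises every index, 12w and 21w passed. It describes brassinosteroid-responsive genes as enriched first among higher and later among lower genes, where none of the 10 tests passed. That of lower genes at 21w did pass with DESeq2 and with all *A. thaliana* genes as background. It reports ethylene, gibberellic acid, jasmonic acid and salicylic acid as enriched among higher genes at all durations. Here ethylene and salicylic acid did not pass at 16w, gibberellic acid at 4w and 16w, and jasmonic acid at 4w, 8w, 12w and 16w. The paper's stars mark P under 0.05 with no adjustment stated, whereas passing here required an adjusted p under 0.05. Unadjusted, by Fisher's exact test, ethylene and salicylic acid at 16w had p of 0.0172 and 0.043. Gibberellic acid at 4w and 16w had 0.0165 and 0.0317. Jasmonic acid had 0.0166 at 12w, but 0.1, 0.0518 and 0.204 at 4w, 8w and 16w. With DESeq2 ethylene and salicylic acid at 16w and gibberellic acid at 4w passed, with the authors' tables gibberellic acid at 4w and jasmonic acid at 12w, without genes at 0 in a group these and ethylene at 16w, and without the library labelled 21w+5dLD replicate 3 gibberellic acid at 4w and ethylene at 16w; all passed with all *A. thaliana* genes as background, where the rise of every index is built in. It reports no gibberellic acid- or jasmonic acid-responsive genes among those that changed after the return to LD, and here 28 jasmonic acid-responsive genes were higher after 16w. It reports auxin, brassinosteroid, ethylene and salicylic acid as enriched among lower genes after 12w and 16w, of which only ethylene after 12w passed here. Unadjusted, auxin and brassinosteroid after 12w were also under 0.05 (p = 0.0418 and 0.0294, Fisher's exact test), and the others were not (0.0708 to 0.235). With all *A. thaliana* genes as background, and the same built-in rise, all passed except salicylic acid after 16w.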

Other observations

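Tests on the library labelled 21w+5dLD replicate 3 and on the shift at 21w were chosen after the results were seen.

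Suberin genes changed with the duration of cold and again after it. *CYP86A1* (Aa_G246290) was at 131 ± 27.2 CPM (n = 3) at 0w, 207 ± 25.3 CPM (n = 3) at 4w and 21.8 ± 6.62 CPM (n = 3) at 16w, and rose by 2.44 on the log2 scale after 16w (SE 0.36, adjusted p = 0.000106, edgeR). Of the 11 suberin genes, 3 were higher at 4w and 6 lower at 16w than at 0w (the same numbers when adjusted over the list alone). After the return to LD, the suberin list was not called by camera with an estimated correlation. Suberin seals the periderm and endodermis of roots and older stems, and the paper names *CYP86A1* and *CYP86B1* among its genes without reporting suberin as a set.

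Other lists written before the data were examined were as follows. Photosynthesis markers were lower at 21w, 6 of 15 (7 when adjusted over the list alone; camera adjusted p = 5.15e-05; adjusted p = 0.221 with an estimated correlation). Of 9 genes of flowering and vernalization, 1 was higher and 2 lower at 16w, *SOC1*, a promoter of flowering, rising by 3.28 (SE 0.41, adjusted p = 5.15e-06, edgeR). Of 20 gibberellin genes, 3 were higher and 2 lower at 16w, and of 9 root tissue markers 2 were higher and 4 lower. *SHR* (Aa_G561550), a transcription factor that patterns the endodermis, fell by 1.62 on the log2 scale at 21w (SE 0.24, adjusted p = 4.80e-05, edgeR).

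Genes that change on the return to LD, from cold to the warmer glasshouse, were on average already shifted at the end of 21w of cold. Stems at 21w may have moved part of the way toward their expression after the return. Of the 640 genes that rose after both 12w and 16w, 110 were higher at 21w than at 8w and 6 were lower. This is 7.88 times as many higher genes as independent lists would share, while against 4w 75 were higher (5.42 times) and 28 lower. The median log2 fold change of the 640 genes was 0.46 against 8w and 0.27 against 4w. Since these genes were chosen for a change, independent lists may be too lenient a comparison. A single unusual library is not likely, since all 3 of the 21w libraries had a mean level of these genes above every 4w and 8w library (3.47 to 3.68 against at most 3.34 log2 CPM). The small number of genes called after 21w rests on the library labelled 21w+5dLD replicate 3. Without it 1143 genes were called, and without replicate 1 or 2 the number was 13 or 11. With 1 library of 12w+5dLD or 16w+5dLD left out, 1773 to 2008 and 1919 to 2006 genes were called. A shift at 21w could contribute to the difference that remains, which was not tested.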
